# Conserved and cell type-specific transcriptional responses to IFN-γ in the ventral midbrain

**DOI:** 10.1016/j.bbi.2023.04.008

**Published:** 2023-04-24

**Authors:** Benjamin D. Hobson, Adrien T. Stanley, Mark B. De Los Santos, Bruce Culbertson, Eugene V. Mosharov, Peter A. Sims, David Sulzer

## Abstract

Dysregulated inflammation within the central nervous system (CNS) contributes to neuropathology in infectious, autoimmune, and neurodegenerative disease. With the exception of microglia, major histocompatibility complex (MHC) proteins are virtually undetectable in the mature, healthy central nervous system (CNS). Neurons have generally been considered incapable of antigen presentation, and although interferon gamma (IFN-γ) can elicit neuronal MHC class I (MHC-I) expression and antigen presentation *in vitro,* it has been unclear whether similar responses occur *in vivo.* Here we directly injected IFN-γ into the ventral midbrain of mature mice and analyzed gene expression profiles of specific CNS cell types. We found that IFN-γ upregulated MHC-I and associated mRNAs in ventral midbrain microglia, astrocytes, oligodendrocytes, and GABAergic, glutamatergic, and dopaminergic neurons. The core set of IFN-γ-induced genes and their response kinetics were similar in neurons and glia, but with a lower amplitude of expression in neurons. A diverse repertoire of genes was upregulated in glia, particularly microglia, which were the only cells to undergo cellular proliferation and express MHC classII (MHC-II) and associated genes. To determine if neurons respond directly via cell-autonomous IFN-γ receptor (IFNGR) signaling, we produced mutant mice with a deletion of the IFN-γ-binding domain of IFNGR1 in dopaminergic neurons, which resulted in a complete loss of dopaminergic neuronal responses to IFN-γ. Our results demonstrate that IFN-γ induces neuronal IFNGR signaling and upregulation of MHC-I and related genes *in vivo,* although the expression level is low compared to oligodendrocytes, astrocytes, and microglia.

## 1. Introduction

Neuroinflammation is associated with neurodegenerative diseases including multiple sclerosis (MS), Alzheimer’s disease (AD), and Parkinson’s disease (PD) (Amor et al., 2014), while clonally expanded T cells accumulate in the aged brain (Dulken et al., 2019; Gate et al., 2020). MS is a demyelinating disorder classically characterized by autoimmune responses to oligodendrocyte proteins, and recent evidence suggests that T cell reactivity towards the neuronal protein β-synuclein contributes to grey matter pathology in MS (Lodygin et al., 2019). There is considerable neuropathological evidence of inflammation in the substantia nigra pars compacta (SNc) of PD patients, including reactive, HLA-DR^+^ microglia (McGeer et al., 1988) and the presence of CD8 + and CD4 + T cells near the pigmented SNc dopaminergic (DA) neurons and noradrenergic neurons of the locus coeruleus (Brochard et al., 2009; Cebrián et al., 2014; Gate et al., 2021; Sommer et al., 2018), neurons that are killed in PD. We have demonstrated T cell autoreactivity towards α-synuclein peptides in PD patients (Sulzer et al., 2017) and recently showed that peripheral α-synuclein-reactive T cells are most abundant in early stage PD patients (Lindestam Arlehamn et al., 2020). Further evidence suggests that T cell infiltration of the midbrain parenchyma is more common in early stage PD (Galiano-Landeira et al., 2020), but the precise role of T cells in PD pathophysiology remains unknown.

Interferon gamma (IFN-γ) is a proinflammatory cytokine released primarily from CD4 + T helper type 1 (Th1), CD8 + T cells, and natural killer (NK) cells (Schroder et al., 2004), cell types with low abundance in the brain parenchyma. IFN-γ elicits cellular responses by increasing transcription of interferon-stimulated genes (ISGs), many of which encode transcription factors, antigen processing and presentation machinery, and innate immune effector proteins (Schroder et al., 2004). Although IFN-γ was formerly considered to be generally undetectable in the CNS (Popko et al., 1997), low levels of IFN-γ derived from meningeal T cells can regulate neuronal activity and behavior in healthy mice (Filiano et al., 2016). CNS cells may be exposed to high levels of IFN-γ under infectious and inflammatory conditions that feature blood brain barrier disruption and T cell infiltration (Popko et al., 1997). In a mouse model of viral encephalitis, the release of IFN-γ from CD8 + T cells has been suggested to drive the stripping of neuronal synapses via actions of phagocytic cells (Di Liberto et al., 2018; Kreutzfeldt et al., 2013).

Several reports indicate that IFN-γ may play roles in PD pathogenesis. Elevated plasma levels of IFN-γ were found in PD patients (Mount et al., 2007), and we recently identified altered transcriptional signatures in peripheral T cells of PD patients (Dhanwani et al., 2022) that may contribute to Th1/IFN-γ bias (Kustrimovic et al., 2018). Elevated levels of IFN-γ were reported in the substantia nigra, caudate, and putamen in PD, regions that contain dopaminergic cell bodies and their axonal projections (Mogi et al., 2007). Constitutive expression of IFN-γ in the lateral ventricles of mice leads to progressive nigrostriatal degeneration (Chakrabarty et al., 2011). Collectively, these data suggest that infiltrating T cells may contribute to dopaminergic neuron demise in PD (reviewed in Garretti et al., 2022), in part by IFN-γ-driven neuroinflammation (Barcia et al., 2011; Ferrari et al., 2021).

Key questions on the possible role of IFN-γ in PD pathogenesis include: how do specific CNS cell types respond to IFN-γ, and which are capable of antigen presentation, by which pathways, and does cellular proliferation occur? Do these include mature neurons, which are often thought to not present antigen, and if so, does this consist of MHC-I, MHC-II or both? Do midbrain neurons directly respond to IFN-γ *in vivo* in a cell autonomous manner as they appear to in neuronal culture (Cebrián et al., 2014), or are they bystanders to glial reactions (Mount et al., 2007), and do they require steps that involve peripheral inflammation? Which IFN- γ dependent signaling pathways do neurons and other cells of the brain parenchyma exhibit and are any of these associated with neurodegenerative disorders? In this study, we address these questions by analyzing neuronal and glial gene expression responses to IFN-γ injected directly into the ventral midbrain of adult mice, thereby intentionally bypassing peripheral inflammatory signals. We find that MHC-I antigen processing and presentation genes are rapidly induced in all CNS cell types, including all of the major groups of midbrain neurons. Single nucleus RNA-sequencing (snRNA-seq) revealed numerous transcriptional responses that were restricted to glial cells, as well as microglia-specific expression of MHC-II antigen presentation genes. We show that dopamine neuronal responses to IFN-γ are abolished by the selective deletion of the IFN-γ-binding domain of IFNGR1, indicating that neurons are capable of MHC-I upregulation via direct cell-autonomous innate immune signaling.

## 2. Results

### 2.1. Kinetics of transcriptional responses to IFN-γ by midbrain neurons and glia

We chose to study the effects of intraparenchymal injection of IFN-γ to exclude effects of systemic inflammation or activation of the peripheral immune system, as previously reported (Gottfried-Blackmore et al., 2009). We first sought to measure the kinetics of IFN-γ responses in ventral midbrain neurons and glia. We delivered either 400 nL of 0.9% saline or a high dose of IFN-γ (40 ng in 0.9% saline) to the ventral midbrain of WT C57BL/6J mice bilaterally via stereotactic injection and sacrificed mice 6, 24, 48, and 72 h after injection (Fig. 1a). The high dose employed is likely to reach a concentration that is near or greater than the dissociation constant of of IFN-γ for its cognate receptor (Littman et al., 1985) but is lower than used in previous models of PD (Castaño et al., 2002; Chien et al., 2016). After rapid tissue dissection, we prepared nuclei, conducted fluorescence-activated nuclear sorting (FANs) to separate neuronal nuclei (NeuN +) from other cell types (NeuN−), and analyzed the sorted nuclei by bulk RNA sequencing (RNA-Seq, Supp. Fig. 1a). 

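The mice received 40 ng of IFN-γ or saline in a volume of 400 nL, and the deposited plate table holds the authors' counts of unique molecular identifiers (UMIs) for 48526 genes in 84 wells. Of these genes, 30043 had at least 1 count. Each fraction had 42 wells, with 6 IFN-γ wells at 6, 24, 48 and 72 h, 4 saline wells at 6, 48 and 72 h and 6 saline wells at 24 h. The labels of the deposit call all 84 wells NeuN+, whereas Supplementary File 2 of the paper lists 42 wells as NeuN−, and the fraction was taken from that file. The wells came from a few mice per group, and which wells share a mouse is not stated, so wells of 1 mouse are not independent. The methods state 100 nuclei per well and the legend of Supp. Fig. 1 about 1000. NeuN− wells held 20962 to 301445 UMIs (median 110247.5, median 11049 genes) and NeuN+ wells 277113 to 1684374 (median 1064222, median 18103 genes).
IFN-γ and saline wells of one fraction and time point were compared by the quasi-likelihood test of edgeR on TMM-scaled counts after its filter on low counts. A gene was called when its log2 fold change lay beyond 1 with an adjusted p (Benjamini and Hochberg) below 0.01. In counts simulated from the NeuN− wells at 6 h with 200 changed genes, edgeR called 132 of the 132 it tested and 3 unchanged genes. The simulated changes lay well beyond the fold limit, so recovery of changes near it was not tested. NeuN+ and NeuN− wells were compared over all 84 wells, with treatment in the fit and a limit of 0.5 on the log2 scale. Of 5367 tested genes 3045 were called, 1720 higher in NeuN+ and 1325 higher in NeuN−. DESeq2 moved this count most, to 9440 genes (4334 and 5106).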

We found no evidence of dopamine neuronal degeneration or toxicity, as demonstrated by stable expression of dopamine neuronspecific mRNAs Th, Slc6a3 (DAT), and Ddc in NeuN + nuclei up to 72 h post-injection (Supp. Fig. 1e).

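In NeuN+ nuclei at 72 h, Th (ENSMUSG00000000214.11, GRCm38 chromosome 7, 142892752 to 142931128) was at 25.1 ± 7.01 CPM (counts per total counts of the well, scaled as CPM; mean ± SD, n = 6 wells) after IFN-γ and 11.9 ± 1.24 (n = 4) after saline. Its log2 fold change was 1.06 (SE 0.25, adjusted p = 0.00552, edgeR). Leaving out any 1 of 3 IFN-γ wells or 3 saline wells removed this call (log2 fold change 0.94 to 1.16, largest adjusted p = 0.0424), and DESeq2 gave an adjusted p of 0.0241. Slc6a3 (ENSMUSG00000021609.6, chromosome 13, 73536747 to 73578672) was at 75.4 ± 10.2 against 24.1 ± 3.21 CPM (1.66, SE 0.14, adjusted p = 6.85e-10), and Ddc (ENSMUSG00000020182.16, chromosome 11, 11814101 to 11898144) at 152 ± 15.4 against 68.1 ± 10.3 CPM (1.11, SE 0.10, adjusted p = 2.25e-09). For each of the 3 genes all 6 IFN-γ wells lay above all 4 saline wells, and Slc6a3 and Ddc kept their calls without any single well. With the saline wells of all time points as controls, edgeR called Th and neither Slc6a3 nor Ddc at 72 h. At 6, 24 and 48 h none of the 3 was called, with log2 fold changes of 0.46, 0.23 and 0.07 for Th, −0.11, −0.43 and −0.15 for Slc6a3, and 0.23, −0.21 and 0.31 for Ddc. The paper takes stable levels of these genes as a lack of evidence for damage to dopamine neurons.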

Binding of IFN-γ dimers to the IFN-γ receptor (IFNGR) leads to cytoplasmic activation of Janus kinases 1–2, a cascade of tyrosine phosphorylation events, recruitment and phosphorylation of STAT1α, and nuclear translocation of phospho-STAT1α dimers (pSTAT1, reviewed in Schroder et al., 2004). pSTAT1 binding at γ-activation site (GAS) elements leads to increased transcription of ISGs involved in antiviral and antibacterial immunity, including other transcription factors. The first wave of rapidly-induced genes includes IFN regulatory factor 1 (IRF-1), a transcription factor and master regulator of IFN-γ-induced gene expression (Namiki et al., 2005) that drives subsequent waves of transcription via binding to IFN-stimulated response elements (ISRE) (Schroder et al., 2004). 

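In NeuN− nuclei edgeR called 312 genes at 6 h (209 higher and 103 lower with IFN-γ, of 2660 tested), 275 at 24 h (136 and 139, of 1883), 33 at 48 h (29 and 4, of 2352) and 33 at 72 h (22 and 11, of 2916). In NeuN+ nuclei it called 124 (98 and 26, of 9033), 163 (138 and 25, of 9416), 17 (15 and 2, of 10033) and 72 (33 and 39, of 9405). Of the alternatives set beforehand, 1 fit of all wells gave the most calls in NeuN− nuclei at 24 h (415 higher and 285 lower), and testing without the filter on low counts gave 432 and 207. DESeq2 on the same wells called 349, 517, 34 and 27 genes in NeuN− nuclei and 140, 218, 19 and 61 in NeuN+ nuclei. Leaving out 1 well at a time gave 284 to 335 calls in NeuN− nuclei at 6 h, 272 to 326 at 24 h, and 115 to 135 and 157 to 187 in NeuN+ nuclei.
Largest rises in NeuN− nuclei at 6 h were those of Irf1 (ENSMUSG00000018899.16, GRCm38 chromosome 11, 53770014 to 53778374) (6.88, SE 0.46, adjusted p = 9.43e-16), Gm12216 (ENSMUSG00000081769.8, chromosome 11, 53783418 to 53859256) (173 against 0 CPM, 125 against 0 counts, adjusted p = 5.62e-11) and F830016B08Rik (ENSMUSG00000090942.1, chromosome 18, 60293380 to 60303016) (7.302, SE 0.46, adjusted p = 1.66e-16), and the largest falls those of Eif2s3y (ENSMUSG00000069049.11, chromosome Y, 1010543 to 1028847) (−5.83, SE 0.65, adjusted p = 1.89e-10), 4933406I18Rik (ENSMUSG00000087475.3, chromosome 7, 114315479 to 114415161) (−2.79, SE 0.36, adjusted p = 7.86e-08) and RP24-163K4.1 (ENSMUSG00000110027.1, without a position in the annotation used) (−2.94, SE 0.22, adjusted p = 2.16e-13). By 24 h they were those of Gbp2 (ENSMUSG00000028270.12, chromosome 3, 142620602 to 142638008) (8.83, SE 0.35, adjusted p = 1.79e-18), Gbp3 (ENSMUSG00000028268.14, chromosome 3, 142560026 to 142573209) (266 against 0 CPM, 262 against 0 counts, adjusted p = 7.04e-11) and Gm4951 (ENSMUSG00000073555.1, chromosome 18, 60212080 to 60247820) (7.17, SE 0.29, adjusted p = 4.13e-18) and of Abca8a (ENSMUSG00000041828.15, chromosome 11, 110025634 to 110095978) (−2.98, SE 0.22, adjusted p = 6.78e-12), A330015K06Rik (ENSMUSG00000104093.1, chromosome 3, 65133060 to 65302685) (−2.91, SE 0.17, adjusted p = 5.61e-14) and Gm42756 (ENSMUSG00000104674.1, chromosome 9, 109537100 to 109552780) (−3.58, SE 0.34, adjusted p = 5.36e-10). In NeuN+ nuclei at 6 h the genes were Cxcl10 (ENSMUSG00000034855.13, chromosome 5, 92346638 to 92348889) (11.8 against 0 CPM, 82 against 0 counts, adjusted p = 3.64e-06), Irf1 (6.25, SE 0.55, adjusted p = 1.11e-10) and Iigp1 (ENSMUSG00000054072.11, chromosome 18, 60376027 to 60392634) (7.23, SE 0.46, adjusted p = 5.19e-14), with lower levels of Eif2s3y (−6.28, SE 0.31, adjusted p = 2.12e-16), Kdm5d (ENSMUSG00000056673.14, chromosome Y, 897788 to 956786) (−4.64, SE 0.40, adjusted p = 1.51e-10) and Uty (ENSMUSG00000068457.14, chromosome Y, 1096861 to 1245759) (−4.15, SE 0.26, adjusted p = 1.12e-13). At 24 h they were Gbp3 (7.31, SE 0.43, adjusted p = 9.05e-14), Iigp1 (8.36, SE 0.26, adjusted p = 6.52e-19) and BC023105 (ENSMUSG00000063388.4, chromosome 18, 60441765 to 60442980) (32 against 0 CPM, 194 against 0 counts, adjusted p = 5.66e-11), with lower levels of Lef1 (ENSMUSG00000027985.14, chromosome 3, 131110471 to 131224356) (−2.37, SE 0.40, adjusted p = 0.000189), Gad1os (ENSMUSG00000087264.1, chromosome 2, 70489940 to 70563357) (−1.75, SE 0.26, adjusted p = 1.8e-05) and Gm13112 (ENSMUSG00000087437.7, chromosome 4, 154864506 to 154872003) (−1.56, SE 0.25, adjusted p = 7.38e-05). All these are limited to genes whose IFN-γ wells lie on 1 side of all saline wells, which leaves out Xist at 24 h. In brackets are the log2 fold change, SE and adjusted p (edgeR), or mean CPM and summed counts where saline wells held 0 counts. Eif2s3y, Kdm5d and Uty lie on the Y chromosome and differ with the sex of the mice. Lef1 is a leading gene of a cluster of VGLUT2 neurons in the single-nucleus data, with 2 saline, 89 and 15 IFN-γ nuclei.

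**Figure D1:**
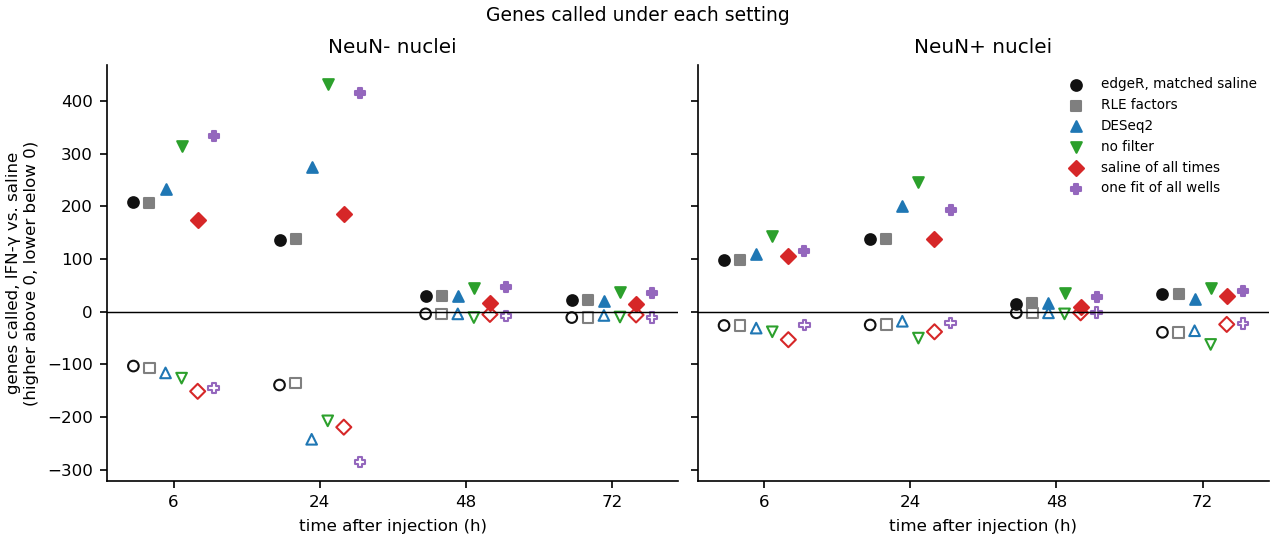
Genes called at each time point in NeuN− and NeuN+ nuclei under 6 settings; filled symbols above 0 are genes higher with IFN-γ, open symbols below 0 genes lower.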

Comparing IFN-γ to saline at each timepoint, we found the highest number of differentially expressed genes (DEGs; *DESeq2*, ∣log_2_FC∣ > 1, p_adj_ < 0.01) at 6 and 24 h for both neurons and glia (Fig. 1c). 

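The ratio of genes called higher in NeuN− to those in NeuN+ nuclei was 2.13 at 6 h and 0.99 at 24 h, when 92 genes were called in NeuN− alone and 94 in NeuN+ alone. Both fractions shared 63 genes at 6 h and 44 at 24 h, which is 64.3% and 31.9% of the genes called higher in NeuN+ nuclei. Without the filter on low counts both fractions shared 141 genes at 24 h, the largest move among the alternatives set beforehand. NeuN+ wells were about 10 times as deep, so more genes passed the filter there. With NeuN+ counts thinned to the median depth of NeuN− wells, a setting chosen after seeing the data, edgeR called 14 genes higher at 6 h and 15 at 24 h in NeuN+ nuclei. A gene called in one fraction alone is not shown to differ between the fractions, which the interaction test addresses.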

At 6 and 24 h, there were more than twice as many upregulated genes in glia compared to neurons, with considerable overlap in the upregulated genes (Fig. 1c). 

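At 48 h the ratio of NeuN− to NeuN+ genes called higher was 1.93 and at 72 h 0.67, and 7 genes were shared by both fractions at each of these times. Unadjusted p lay below 0.05 for 417 and 445 genes in NeuN− nuclei and 1259 and 1888 in NeuN+ nuclei. Leaving out 1 saline well at 72 h took the lower genes of NeuN− nuclei to 7, and leaving out any 1 of 3 IFN-γ wells at 48 h took those of NeuN+ nuclei to 1. Thinning NeuN+ counts left 0 calls at 48 h by edgeR, with 168 genes at an unadjusted p below 0.05, where DESeq2 on the full counts called 19.
In NeuN− nuclei at 48 h the largest rises were those of Irgm2 (ENSMUSG00000069874.7, GRCm38 chromosome 11, 58199618 to 58222782) (5.55, SE 0.69, adjusted p = 2.04e-08), BC023105 (99.7 against 0 CPM, 68 against 0 counts, adjusted p = 9.87e-08) and Tgtp2 (ENSMUSG00000078921.3, chromosome 11, 49057194 to 49064206) (5.49, SE 0.50, adjusted p = 4.27e-11), and the largest falls those of Ptgds (ENSMUSG00000015090.13, chromosome 2, 25466709 to 25470046) (−1.99, SE 0.29, adjusted p = 5.48e-06), 9330111N05Rik (ENSMUSG00000097098.7, chromosome 13, 80962888 to 81128864) (−1.92, SE 0.14, adjusted p = 8.94e-13) and A330015K06Rik (−1.31, SE 0.14, adjusted p = 1.53e-08). At 72 h they were those of Gm4951 (4.80, SE 0.54, adjusted p = 6.75e-09), Tgtp2 (4.97, SE 0.55, adjusted p = 6.66e-09) and F830016B08Rik (4.99, SE 0.77, adjusted p = 1.48e-06) and of Htra1 (ENSMUSG00000006205.13, chromosome 7, 130936111 to 130985660) (−1.50, SE 0.29, adjusted p = 0.000663), Rcan2 (ENSMUSG00000039601.15, chromosome 17, 43801351 to 44039516) (−1.24, SE 0.13, adjusted p = 6.75e-09) and Gm22003 (ENSMUSG00000075833.1, chromosome 12, 4758547 to 4758653) (−1.73, SE 0.32, adjusted p = 0.000266). In NeuN+ nuclei at 48 h the genes were B2m (ENSMUSG00000060802.8, chromosome 2, 122147686 to 122153083) (3.98, SE 0.27, adjusted p = 2.12e-09), H2-D1 (ENSMUSG00000073411.11, chromosome 17, 35262730 to 35267499) (3.74, SE 0.40, adjusted p = 6.89e-06) and H2-K1 (ENSMUSG00000061232.15, chromosome 17, 33996017 to 34000347) (4.25, SE 0.38, adjusted p = 2.48e-07), with lower levels of Cdh23 (ENSMUSG00000012819.15, chromosome 10, 60302748 to 60696490) (−1.35, SE 0.20, adjusted p = 0.000397) and Ttr (ENSMUSG00000061808.3, chromosome 18, 20665280 to 20674321) (−6.40, SE 0.88, adjusted p = 3.6e-05). At 72 h they were B2m (3.62, SE 0.33, adjusted p = 2.25e-09), H2-K1 (3.40, SE 0.35, adjusted p = 2.43e-08) and Iigp1 (3.34, SE 0.51, adjusted p = 2e-05), with lower levels of Prkcd (ENSMUSG00000021948.15, chromosome 14, 30595354 to 30626210) (−3.16, SE 0.24, adjusted p = 4.25e-11), Lef1 (−3.78, SE 0.26, adjusted p = 4.99e-12) and Synpo2 (ENSMUSG00000050315.13, chromosome 3, 123076519 to 123236149) (−3.42, SE 0.16, adjusted p = 8.62e-16). Prkcd, Lef1 and Synpo2 are leading genes of 1 cluster of VGLUT2 neurons in the single-nucleus data, with 2 saline, 89 and 15 IFN-γ nuclei. Unlike numbers of such neurons among the sorted nuclei are thus not excluded for these falls. NeuN+ saline wells of 72 h also differed from those of 48 h in 37 genes. H2-K1 and H2-D1 share long stretches of sequence, so their counts are uncertain, and Irgm2 overlaps Igtp. Values are log2 fold change, SE and adjusted p (edgeR), or CPM and counts beside 0 counts in saline wells.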

The number of DEGs in neurons and glia at 48 and 72 h was comparatively modest, consistent with the decay of IFN-γ and/or negative feedback.

Consistent with prior kinetic analyses (Min et al., 1996), the induction of the ER peptide transporter mRNAs *Tap1* and *Tapbp* was rapid, with peak expression at 6 h in both neurons and glia (Fig. 1d). 

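Tap1 (ENSMUSG00000037321.17, GRCm38 chromosome 17, 34187553 to 34197225) levels in NeuN− nuclei, as mean log2(CPM + 1) ± SD, were 7.29 ± 0.46 at 6 h and 7.08 ± 0.24 at 24 h (difference 0.21, exact two-sided permutation p = 0.394, n = 6 and 6 wells), then 5.56 at 48 and 72 h, with 1.25 in saline wells of all times. In NeuN+ nuclei they were 4.63 ± 0.34 and 5.09 ± 0.22, higher at 24 h than at 6 h (difference −0.46, p = 0.0238 and adjusted 0.0702, exact two-sided permutation). They then stood at 2.99 and 2.24, with 0.71 in saline wells. Tapbp (ENSMUSG00000024308.14, chromosome 17, 33915899 to 33929292) levels were 6.38 ± 1.08 and 5.7 ± 0.46 in NeuN− nuclei (p = 0.175, exact two-sided permutation) and 4.83 and 4.89 in NeuN+ nuclei (difference −0.06, p = 0.563). Later NeuN− values of Tapbp were 3.38 and 3.83 (saline 1.76), and later NeuN+ values 2.56 and 2.38 (saline 2.04). In edgeR, Tap1 was called higher at 6 h in NeuN− nuclei (log2 fold change 4.68) and at 6 and 24 h in NeuN+ nuclei (3.22 and 5.46). IFN-γ wells of 6 and 24 h also differ in sex-linked genes, so time and mice are confounded in these differences.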

MHC-I heavy chain (*H2-K1, H2-D1*) and light chain (*B2m*) genes do not harbor GAS elements, but rather are induced by IRF-1 binding to ISRE sequences in later waves of transcription (van den Elsen et al., 2004; Zhou, 2009). Accordingly, levels of *H2-K1* and β2m mRNAs were highest at 24 h and remained ~ 8-fold elevated at 72 h (Fig. 1d). 

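H2-K1 levels rose from 6.13 at 6 h to 7.6 at 24 h in NeuN− nuclei (log2 scale; difference −1.46, p = 0.00216, exact two-sided permutation, n = 6 and 6 wells), and were 6.91 and 6.98 at 48 and 72 h. In NeuN+ nuclei they were 3.32, 6.18, 5.32 and 4.75 (6 h less 24 h, −2.86). B2m levels in NeuN− nuclei were 7.7, 8.00, 7.6 and 7.53, and the 6 h and 24 h wells differed by −0.30 (p = 0.0606, exact two-sided permutation). On TMM-scaled library sizes that B2m difference was −0.34 (p = 0.0195, exact). In NeuN+ nuclei B2m stood at 5.57, 6.81, 6.27 and 5.21 (6 h less 24 h, −1.24). Over saline wells of all times, the 72 h levels were 10.3-fold (H2-K1) and 13.4-fold (B2m) higher in NeuN− nuclei and 8.39-fold and 7.38-fold in NeuN+ nuclei. Over the saline wells of 72 h alone the folds were 7.85 and 43.5, and 10.1 and 14.6. Differences of 6 and 24 h are confounded with the mice, as for Tap1.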

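IFN-γ wells of NeuN− nuclei exceeded those of NeuN+ nuclei in Tap1 by 6.31-, 3.97-, 5.95- and 9.95-fold at 6, 24, 48 and 72 h, on CPM + 1. For Tapbp the ratios were 2.94, 1.76, 1.77 and 2.73, with a two-sided p of 0.303 at 48 h (exact permutation, n = 6 and 6 wells). H2-K1 gave 7.01, 2.66, 3.01 and 4.69, and B2m 4.39, 2.29, 2.51 and 4.98. These ratios compare levels in IFN-γ wells, and the saline levels of H2-K1 (3.62 and 1.68) and B2m (3.78 and 2.33, log2 scale) were also higher in NeuN− nuclei.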

The rise and decay of all four mRNAs was markedly similar across neuronal and glial nuclei, although the amplitude of induction was higher in glia (~2–8-fold higher expression relative to neurons at all timepoints, Fig. 1d).

Of the DEGs upregulated by IFN-γ in both neuronal and glial nuclei, 28 genes were upregulated at > 3 timepoints (Supp. Fig. 1d), indicating sustained upregulation across multiple cell types and central involvement in the IFN-γ host defense program. Indeed, gene ontology (GO) analysis of these 28 genes identified top over-represented ontologies including *‘Cellular response to IFN-γ’, ‘MHC class I protein complex’,* and *‘Antigen processing and presentation of exogenous peptide antigen via MHC class I, TAP-dependent’* (Supp. Fig. 1d). 

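Of 77 genes called higher in both fractions at some time point, 45 were called at exactly 1 time point, 24 at 2, 4 at 3 and 4 at all 4. At 3 or more time points this left 8 genes, B2m, Ddx60 (ENSMUSG00000037921.15, GRCm38 chromosome 8, 61928087 to 62038244), Gbp7 (ENSMUSG00000040253.15, chromosome 3, 142530342 to 142550149), Gm4951, H2-K1, Iigp1, Nlrc5 (ENSMUSG00000074151.12, chromosome 8, 94434356 to 94527272) and Tgtp2. Using the saline wells of all times as controls left 3 of the 8, the largest loss, and 1 fit of all 84 wells gave 17 genes. Across fits that each left out 1 well, 7 or 8 genes were found. At 72 h the genes shared by both fractions fell from 7 to 4 when any 1 of 3 NeuN+ IFN-γ wells was left out. Log2 fold changes of B2m at 6, 24, 48 and 72 h were 1.60, 3.55, 3.39 and 4.17 in NeuN− and 2.84, 4.23, 3.98 and 3.62 in NeuN+ nuclei. Those of Nlrc5 were 4.45, 4.19, 5.01 and 3.83, and 5.85, 6.798, 3.25 and 2.64.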

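Psmb9 (ENSMUSG00000096727.2, GRCm38 chromosome 17, 34181987 to 34187764) was below the filter on low counts, with 61 counts in NeuN+ IFN-γ wells at 24 h (10.7 CPM) against 0 in saline wells and 39 against 0 in NeuN− nuclei. DESeq2 called it at 24 h in both fractions (adjusted p = 4.73e-09 and 9.09e-05). H2-D1 changed by 3.56, 3.74 and 2.13 (log2 fold change, edgeR) in NeuN+ nuclei at 24, 48 and 72 h and was below the filter in NeuN− nuclei, where DESeq2 called it at 24 and 48 h (adjusted p = 0.000763 and 0.000629). H2-K1 changed by 3.00, 3.39 and 2.67 in NeuN− and 4.42, 4.25 and 3.40 in NeuN+ nuclei at the same times. Reads shared between H2-K1, H2-D1 and other class I genes make these values uncertain.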

The induced genes included canonical IFN-inducible proteins such as MHC class I (*H2-K1, H2-D1, B2m*), immunoproteasome subunits (*Psmb9*/LMP2), ER peptide transporters (*Tap1*), guanylate binding proteins, and key regulators of IFN-γ-induced transcription (*Stat1, Nlrc5*) (Fig. 1e). Expression of these core IFN-γ-responsive genes was virtually absent in neuronal nuclei from saline-treated mice, and relative expression was uniformly higher in glia than in neurons (Fig. 1e). This phenomenon was true for most genes induced by IFN-γ at all time points: while the magnitude of upregulation by IFN-γ is well-correlated between neurons and glia (similar log2 fold change IFN-γ/Sal, x vs. y correlation in Fig. 1f), expression in glia was typically 2–8-fold higher than in neurons (colorscale in Fig. 1f). These results demonstrate that the canonical IFN-γ transcriptional response occurs in both neurons and glia with similar kinetics, but with lower amplitude in neurons.

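For B2m, Ddx60, Gbp7, Gm4951, H2-K1, Iigp1, Nlrc5 and Tgtp2, mean CPM in the 18 saline wells of NeuN+ nuclei ran from 0.425 to 4.96 (median 1.74), with 2 of the 8 below 1 CPM. In NeuN− nuclei it ran from 5.57 to 36.0 (median 16.95). B2m was highest in NeuN+ nuclei (4.96 ± 3.24 against 26.4 ± 24.0 CPM in NeuN−) and Iigp1 lowest (0.425 against 10.2 CPM). After IFN-γ all 8 genes had a higher mean CPM in NeuN− than in NeuN+ nuclei at each time point. The median log2 ratio was 2.60, 1.89, 3.65 and 3.39 at 6, 24, 48 and 72 h and 2.63 in saline wells. The lowest ratio of any gene and time point was 1.20.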

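Among genes called higher in either fraction and tested in both, log2 fold changes of NeuN+ and NeuN− nuclei had Pearson correlations of 0.822, 0.879, 0.816 and 0.678 at 6, 24, 48 and 72 h (197, 149, 24 and 20 genes). These are correlations across genes, which are not independent replicates. The largest move came with the 7 genes called higher in both fractions at 48 h, where the correlation was −0.797. DESeq2 gave 0.675, 0.684, 0.608 and 0.754. Without the filter on low counts the correlations were 0.557, 0.614, 0.459 and 0.389 (359, 533, 67 and 70 genes). In 1 fit of all wells they were 0.617, 0.695, 0.506 and 0.577, and with saline wells of all time points 0.898, 0.868, 0.733 and 0.651. Over all 244, 230, 37 and 48 genes called higher in either fraction, the median log2 ratio of IFN-γ levels, NeuN+ over NeuN−, was −1.70, −1.49, −2.76 and −2.67. Levels 2 to 8 times lower in NeuN+ nuclei were held by 52.9%, 51.3%, 29.7% and 22.9% of these genes, and any lower level by 89.3%, 82.2%, 81.1% and 64.6%.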

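The paper concludes that neurons and glia share the canonical IFN-γ response, similar in kinetics and lower in amplitude in neurons. It rests this on shared calls, fold changes and levels. The reasoning takes NeuN+ wells as neurons and NeuN− wells as glia. NeuN+ IFN-γ wells held the summed MHC-I genes (H2-K1, H2-D1, B2m and Tap1) at 18.9%, 38.4%, 32.0% and 19.7% of the NeuN− level at 6, 24, 48 and 72 h, on CPM. As counts the set held 646, 1513, 931 and 618 in these wells and 331, 612, 309 and 355 in NeuN− IFN-γ wells. A lower level in NeuN+ wells thus holds relative to their total counts, which were higher. Oligodendrocyte markers (among them Mal, Mag, Mog, Mbp and Mobp) stood at 4.0%, 11.0%, 5.5% and 8.4% in the same wells, astrocyte markers at 14.2%, 15.1%, 14.5% and 23.8%, and microglial markers at 63.3%, 37.7%, 41.0% and 19.4%. The first 2 sets size the share of RNA from these glia at 6, 24 and 48 h, while the microglial markers stood above the MHC-I genes at 6 and 48 h, when their NeuN− sum was lower after IFN-γ than after saline. MHC-II genes, abundant in cluster 12 after IFN-γ, stood at 5.5% at 48 h, from 18 counts in NeuN+ wells, and were not raised in NeuN− wells at 6 h, so they gauge no microglial source there. Whether the 2 fractions respond by different amounts is a question for the interaction test, since fold changes of NeuN+ nuclei were larger for B2m and Nlrc5 at 6 and 24 h while their levels were lower.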

### 2.2. IFN-γ induces expression of T cell chemoattractant and CCR2 ligand chemokines

Given the role of chemokines in regulating leukocyte migration into the CNS (Babcock et al., 2003), we analyzed the expression of mRNAs encoding chemokines. 

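Cx3cl1 (ENSMUSG00000031778.12, GRCm38 chromosome 8, 94772009 to 94782427) was at 23.5 CPM in NeuN+ saline wells, and its log2 fold changes at 6, 24, 48 and 72 h were −0.18, −0.46, −0.53 and −0.48 in NeuN+ nuclei (smallest adjusted p = 0.131, edgeR). Ccl25 (ENSMUSG00000023235.14, chromosome 8, 4325210 to 4360020) was at 58.1 CPM in NeuN+ and 43.9 CPM in NeuN− saline wells (86 counts), with changes of −0.26, −0.01, 0.11 and −0.01 in NeuN+ nuclei. Ccl27a (ENSMUSG00000073888.12, chromosome 4, 41769467 to 41774247) was at 11.4 CPM in NeuN+ and 0.47 in NeuN− saline wells (1 count), with changes of 0.28, −0.31 and 0.39 at 6, 48 and 72 h, and was below the filter at 24 h. None of the 3 was called in any setting or fraction.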

Several chemokines were expressed primarily in neurons and were unchanged after treatment with IFN-γ, including *Cx3cl1*/Fractalkine, *Ccl25*/TECK, and *Ccl27a*/CTACK (Supp. Fig. 2a, b). Neuronally derived CX3CL1/Fractalkine is known to modulate microglia via CX3CR1 (Harrison et al., 1998), while CCL25/TECK and CCL27/CTACK are primarily known for T cell homing in the gut and skin (Morales et al., 1999; Svensson et al., 2002) and to our knowledge have not been described in the CNS. In addition to well-known T cell chemoattractants (*Cxcl9*/MIG, *Cxcl10*/IP-10, *Cxcl11*/I-TAC), IFN-γ also induced the expression of CCR2 ligands (*Ccl2/*MCP1, *Ccl12*/MCP-5) in both neurons and glia, with levels peaking at 6 h and declining rapidly thereafter (Supp. Fig. 2c). 

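Cxcl9 (ENSMUSG00000029417.9, GRCm38 chromosome 5, 92321347 to 92328079) reached 124 ± 49.4 CPM in NeuN− nuclei at 6 h (88 counts) against 0 counts in saline wells (adjusted p = 5.80e-08, edgeR). Cxcl10 reached 147 ± 12.1 against 2.39 CPM (log2 fold change 5.50, adjusted p = 5.46e-10), and 11.8 ± 2.39 CPM in NeuN+ nuclei (82 against 0 counts). From 6 to 24 h, mean log2(CPM + 1) in NeuN− nuclei fell from 6.86 to 2.99 for Cxcl9, 7.21 to 4.70 for Cxcl10 and 6.19 to 2.90 for Cxcl11 (ENSMUSG00000060183.6, chromosome 5, 92359544 to 92365485) (each p = 0.00216, exact two-sided permutation, n = 6 and 6 wells). Ccl2 (ENSMUSG00000035385.5, chromosome 11, 82035571 to 82037453) fell from 5.30 to 1.76 (p = 0.00649, exact), while Ccl12 (ENSMUSG00000035352.3, chromosome 11, 82101845 to 82103400) stood at 6.09 and 5.92 (p = 0.742, exact). In NeuN+ nuclei Cxcl10 fell from 3.65 to 1.65. The falls of Cxcl9 (2.22 to 1.39, p = 0.0844), Cxcl11 (1.90 to 1.23, p = 0.160) and Ccl2 (2.30 to 1.77, p = 0.136) had larger p, all exact and two-sided, and Ccl12 was higher at 24 h (1.90 to 2.51, p = 0.177, exact). Counts behind the NeuN+ values of Cxcl9, Cxcl11, Ccl2 and Ccl12 were 22 to 28 at 6 h over 6 wells. Falls from 6 to 24 h are between wells that also differ in sex-linked genes, and so in their mice.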

Consistent with prior studies (Di Liberto et al., 2018; Howe et al., 2017), these results suggest that IFN-γ-exposed ventral midbrain neurons express chemokines that attract T cells and modulate phagocytic function of microglia/macrophages.

### 2.3. Cell type-specific temporal responses to IFN-γ in midbrain neurons and glia

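An interaction term between NeuN and IFN-γ was fitted in edgeR to the wells of each time point. It was called for 151 genes at 6 h (56 with a greater change in NeuN+ nuclei and 95 with a smaller), 322 at 24 h (150 and 172), 8 at 48 h (5 and 3) and 26 at 72 h (19 and 7), of 5968, 7628, 6227 and 7494 tested. DESeq2 gave 147 (74 and 73), 337 (207 and 130), 15 and 36, and RLE size factors in place of TMM gave 75 and 77 genes at 6 h. Single wells left out gave 108 to 153 calls at 6 h and 277 to 337 at 24 h. Without any 1 of the 4 NeuN− saline wells at 6 h, 53 to 63 genes had the smaller change. At 48 h, 4 calls were made without 1 NeuN− saline well and without 1 NeuN+ IFN-γ well. In simulated counts with 200 changed genes the term was called for 120 of the 154 tested, so some true differences are missed. Over the 4 time points, 457 genes were called and grouped by direction in NeuN− nuclei and by the ratio of the saline levels, and 223 of these were not called in NeuN− nuclei themselves.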

We next used a generalized linear model in *DESeq2* to identify genes that are differentially regulated by IFN-γ in neurons vs. glia (NeuN vs. Drug interaction, Supplementary Table 1, see Methods). 

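A smaller rise in NeuN+ than in NeuN− nuclei without a baseline 2-fold or more above NeuN− was found for 91 genes. Their median log2 fold change was 1.54 in NeuN− and 0.17 in NeuN+ nuclei, and 5 of them were called higher in NeuN+. Median saline levels were 105 and 89 CPM. Leaving the filter on low counts out gave 146 genes, the largest move among the alternatives set beforehand. Tap2 (ENSMUSG00000024339.12, GRCm38 chromosome 17, 34203527 to 34216321) rose in both fractions at 6 h (log2 fold change 4.55 in NeuN− and 2.37 in NeuN+, edgeR), and its interaction was −2.49 at 6 h and −2.84 at 24 h (SE 1.13 and 1.10, adjusted p = 0.187 and 0.101), not called. Gbp2 changed by 6.81, 8.83 and 3.86 in NeuN− nuclei at 6, 24 and 48 h and by 4.48 and 6.31 in NeuN+ nuclei at 6 and 24 h, with interactions of −2.68 and −3.13 (SE 1.29 and 1.24, adjusted p = 0.239 and 0.106), not called. Gbp2 held 2 counts and 1 count in NeuN− saline wells at 6 and 24 h, which leaves its fold change there wide.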

Forty-two genes were upregulated in both neurons and glia, but the effect of IFN-γ was greater in glia; these included canonical IFN-inducible genes such as *Tap2* and *Gbp2* (Fig. 2a-c, purple module). 

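Among the 34 genes with an interaction that rose in NeuN− nuclei from a higher NeuN+ baseline, 33 were not called in NeuN+ nuclei at that time point. Of the 91 that rose without it the number was 85, and of those that fell, 5 of 5 and 72 of 73. A further 31 genes fell in NeuN− nuclei from a similar baseline.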

Most of the remaining DEGs from the interaction analysis were largely unchanged in neurons despite upregulation or downregulation by IFN-γ in glia (Fig. 2a). These genes could be further separated into three groups based on the effect of IFN-γ in glia and differences in baseline (saline) expression in neurons and glia.

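A higher NeuN+ baseline with a rise in NeuN− nuclei was found for 34 genes, with median log2 fold changes of 1.46 in NeuN− and 0.07 in NeuN+ nuclei. Their median saline levels were 92.1 CPM in NeuN− and 317 CPM in NeuN+ wells, so the NeuN− level was not 0. First calls came at 6 h for 13 genes and at 24 h for 21. A baseline limit of 2 in place of 1 on the log2 scale left 7 genes, the largest loss, and testing every gene gave 82. In saline nuclei of the single-nucleus data, 10 of the 34 were highest in astrocytes, 5 in cluster 12, 8 in VGLUT2, 6 in GABA and 5 in dopamine neurons.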

Twenty-seven genes were highly expressed in neurons at baseline, but not glia, and were upregulated by IFN-γ only in glia (Fig. 2a-c, green module). These included the vesicular secretion regulator *Cadps2* (CAPS2) (Sadakata et al., 2004) and Socs2 (SOCS2), a negative feedback regulator of JAK-STAT signaling (Rico-Bautista et al., 2006) (Fig. 2c). 

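Cadps2 (ENSMUSG00000017978.18, GRCm38 chromosome 6, 23262773 to 23839421) rose in NeuN− nuclei from 128 ± 35.3 to 611 ± 58.0 CPM at 6 h (log2 fold change 2.23, SE 0.17, adjusted p = 3.20e-13, edgeR) and by 1.20 at 24 h (adjusted p = 7.55e-06). In NeuN+ nuclei it changed by 0.19 and 0.02, and by 0.64 at 72 h (adjusted p = 1.23e-07), below the fold limit. Its interaction was −2.10 at 6 h and −1.29 at 24 h (adjusted p = 3.78e-11 and 5.05e-06), and its saline level 96.4 CPM in NeuN− and 313 CPM in NeuN+ wells. Socs2 (ENSMUSG00000020027.18, chromosome 10, 95385362 to 95417180) held 17 counts in NeuN− IFN-γ wells at 6 h (24.5 ± 15.2 CPM) against 0 in saline wells, below the filter on low counts. Tested without the filter it was called (adjusted p = 0.0068). In NeuN+ nuclei Socs2 went from 32.4 ± 6.39 to 56.2 ± 7.92 CPM at 6 h (0.72, adjusted p = 0.00394) and from 34.0 ± 6.92 to 15.8 ± 7.92 CPM at 24 h (−0.95, adjusted p = 0.00361), both under the fold limit. Its interaction at 6 h had an adjusted p of 0.0280 and was not called.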

Another 10 genes were also highly expressed in neurons at baseline, but not glia, but were rapidly downregulated by IFN-γ only in glia; these included the enzyme dopa decarboxylase (Ddc) that is required for dopamine synthesis, and the endocytic modulator auxilin (*Dnajc6*) which is associated with rare cases of familial PD (Fig. 2a & 2c-d, orange module). These results suggest that glia, but not neurons, transiently suppress transcription of specific mRNAs involved in vesicular secretion and recycling after exposure to IFN-γ.

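A fall in NeuN− nuclei from a baseline higher in NeuN+ was found for 5 genes, Dclk1 (ENSMUSG00000027797.15, GRCm38 chromosome 3, 55242364 to 55539068), Fat3 (ENSMUSG00000074505.4, chromosome 9, 15910189 to 16501285), Kctd16 (ENSMUSG00000051401.6, chromosome 18, 40256962 to 40531630), Slc35f1 (ENSMUSG00000038602.7, chromosome 10, 52690533 to 53111622) and Tenm2 (ENSMUSG00000049336.16, chromosome 11, 36006656 to 37235964), named after their values were seen. Their median log2 fold change was −1.29 in NeuN− and 0.01 in NeuN+ nuclei, with saline medians of 170 and 637 CPM. DESeq2 gave 14 genes, and a stricter baseline limit gave 1. Ddc in NeuN− nuclei was below the filter, at 5.94 ± 6.92 CPM after IFN-γ (6 counts) and 42.6 ± 31.0 after saline (24 counts) at 24 h, with no call at 6 h in any setting set beforehand. DESeq2 called the fall at 24 h (−2.86, adjusted p = 0.00327), and the edgeR interaction at 24 h was 2.58 (SE 0.69, adjusted p = 0.00699), called. Dnajc6 (ENSMUSG00000028528.16, chromosome 4, 101496648 to 101642799) fell from 219 ± 34.7 to 53.7 ± 29.1 CPM at 6 h (−1.84, SE 0.25, adjusted p = 1.83e-07) and by −1.35 at 24 h in NeuN− nuclei, against −0.06 and −0.02 in NeuN+ nuclei. Its saline levels of 253 CPM in NeuN− and 360 CPM in NeuN+ wells differ by 0.51 on the log2 scale, under the baseline limit of 1.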

Finally, 34 genes were highly expressed in glia at baseline, but not neurons, and were rapidly downregulated by IFN-γ (Fig. 2a & 2c-d, yellow module). 

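A fall in NeuN− nuclei from a baseline higher in NeuN− was found for 73 genes, with a median log2 fold change of −1.46 in NeuN− and −0.10 in NeuN+ nuclei. Saline medians were 493 CPM in NeuN− and 57.0 CPM in NeuN+ wells. The first call came at 6 h for 12 of these genes and at 24 h for 58. DESeq2 moved the number most among the tests set beforehand, to 128 genes, and a baseline limit of 2 gave 51. In saline nuclei of the single-nucleus data, 66 of the 73 were highest in oligodendrocytes, 6 in cluster 12 and 1 in astrocytes.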

Notably, these included many microglia-enriched genes such as *Csf1r, Siglech,* and *Dock8* (Fig. 2c). 

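Csf1r (ENSMUSG00000024621.15, GRCm38 chromosome 18, 61100598 to 61132149) in NeuN− nuclei at 6 h was at 9.49 ± 8.11 CPM after IFN-γ and 41.9 ± 13.4 after saline (7 and 19 counts), below the filter. DESeq2 gave −2.09 (adjusted p = 0.0432), and its interaction was called under no setting. Siglech (ENSMUSG00000051504.18, chromosome 7, 55768178 to 55778925) held 1 count in IFN-γ wells and 33 in saline wells at 6 h (0.81 ± 1.98 against 72.3 ± 7.32 CPM). DESeq2 called its fall (−4.88, adjusted p = 5.81e-06), and edgeR called its interaction at 6 h (6.16, SE 1.67, adjusted p = 0.00567) and 24 h (2.86, SE 0.70, adjusted p = 0.00196). Dock8 (ENSMUSG00000052085.6, chromosome 19, 24999534 to 25202432) held 6 and 53 counts (13.0 ± 18.1 against 114 ± 31.4 CPM), with a DESeq2 change of −3.81 (adjusted p = 4.13e-07) and an interaction of 2.75 at 6 h (SE 0.71, adjusted p = 0.00796). Below the filter in NeuN− nuclei, Siglech and Dock8 were left outside the group of falling genes by the main fit.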

We further found that 23 of the top 50 microglial marker genes (identified via snRNA-seq data, see Fig. 3 below) were significantly downregulated at 6 h after IFN-γ (Supp. Fig. 3). Thus, the microglial activation in response to IFN-γ likely involves a transient repression of some, but not all, lineage marker genes.

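The 50 genes most specific to cluster 12 of the saline nuclei were looked up in NeuN− wells at 6 h. The filter on low counts kept 6 of them, and 1 was called lower by edgeR. Tgfbr1 (ENSMUSG00000007613.15, GRCm38 chromosome 4, 47353222 to 47414931) fell by 0.90 (log2 scale, adjusted p = 5.91e-05), under the fold limit, and Cd86 (ENSMUSG00000022901.13, chromosome 16, 36603869 to 36666081) was called higher (2.08, adjusted p = 0.000134). DESeq2 moved the count most among the alternatives set beforehand, with 27 genes tested and 6 called lower. Without 1 saline well 2 genes were lower. A list of 100 genes gave 3. Of 30 genes with at least 20 counts, 17 had a negative and 13 a positive log2 ratio (median −0.28). At 24, 48 and 72 h no gene of the list was lower, of 3, 5 and 11 tested. These genes are at most a few counts per well, so depth limits the test.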

### 2.4. Conserved and cell-type-specific single cell responses to IFN-γ

To resolve IFN-γ responses at the single cell level, we next conducted snRNA-seq on ventral midbrain nuclei. To ensure proper coverage of neuronal subtypes, we used FANS as above to enrich NeuN + nuclei to ~ 70% of each mouse sample (n = 1 saline, n = 2 IFN-γ) prior to sequencing. 

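The deposited nuclei table holds the authors' UMI counts of 48531 features in 4699 nuclei that the authors had filtered, at 48 h after 1 injection of saline (1 mouse) or IFN-γ (2 mice). Saline gave 1016 nuclei with 1009 to 101605 UMIs (median 14645.5 UMIs and 4760.5 genes). IFN-γ mouse 1 gave 2574 nuclei (median 9404.5 UMIs and 3648.5 genes) and IFN-γ mouse 2 gave 1109 (11767 and 4252). UMIs were summed per mouse and group of nuclei, and sums were compared in edgeR with mice as replicates. The lone saline mouse is assumed to vary like the IFN-γ mice. A gene was called when its log2 fold change lay beyond 3 with an adjusted p below 0.01 and each IFN-γ mouse on the same side of the limit. Of 200 genes changed in simulated oligodendrocyte sums, 171 of the 185 tested were called. The paper's tests took nuclei as replicates.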

Since the core IFN-γ-induced signature was stably upregulated for at least 48 h (Fig. 1), we selected 48 h for subsequent analysis in order to better approximate chronic *in vivo* exposure and avoid transient disruption of cell lineage marker expression (Fig. 2c-d). We processed the sequencing data and performed unsupervised clustering on the molecular count matrices as described previously (Levitin et al., 2019; Yuan et al., 2018). 

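Graph clustering at resolution 1 gave 23 clusters, against 18 at 0.5 and 30 at 2. A cluster was named after the class whose markers led those of the next class by 0.75 in mean z score, with at least 3 of them found in 5% of its nuclei. The markers included Mal, Mag, Mog, Mbp and Mobp for oligodendrocytes, and Gja1, Fgfr3, Slc1a2, Aqp4 and Slc1a3 for astrocytes. Slc17a6, Cacna2d1 and Ntng1 marked VGLUT2 neurons, Slc32a1, Gad1 and Gad2 GABA neurons, and Th, Slc6a3, En1 and Slc10a4 dopamine neurons. Cluster 12 is given by number, since its median UMIs were 0.314 of those of the mice and no listed marker was among its 10 leading genes (Inpp5d, Ly86, Cd74, Fyb, Ctss, Dock8, Tgfbr1, Runx1, H2-Aa and Ptprc). The 6 microglial markers C1qb, Siglech, Csf1r, C1qa, Cx3cr1 and P2ry12 were detected in it, and all 31 of its saline nuclei carry the authors' label of microglia.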

We identified thirty-eight clusters (Supp. Fig. 4a), which were collapsed to six major cell types with sufficient coverage for downstream analysis based on key marker genes significantly enriched in each cluster (Supp. Fig. 4b). After removal of nuclear doublets (Supp. Fig. 4c-d, see Methods), we retained a total of 4,699 nuclei, including 1,241 oligodendrocytes, 194 astrocytes, 134 microglia, 437 dopamine neurons, 1,257 GABAergic neurons, and 1,436 VGLUT2 neurons for downstream analysis (Fig. 3a), with comparable distribution across saline- and IFN-γ-treated mice (Supp. Fig. 5a).

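The groups held 1241 oligodendrocyte, 194 astrocyte, 134 cluster 12, 958 VGLUT2, 1095 GABA and 435 dopamine nuclei, and 642 nuclei were left unnamed. In the saline mouse and IFN-γ mice 1 and 2, oligodendrocytes made up 18.8%, 28.9% and 27.6% of nuclei, astrocytes 2.07%, 5.28% and 3.34%, and cluster 12 3.05%, 1.90% and 4.87%. VGLUT2 neurons made up 15.2%, 23.3% and 18.4%, GABA neurons 30.6%, 18.9% and 26.9%, and dopamine neurons 17.1%, 5.91% and 9.83%. Of 1999 nuclei whose label in the held part of Supplementary File 4 could be read, 1599 fell in the matching group, 333 were unnamed and 67 differed. The 1599 include 31 nuclei labelled microglia, which lie in cluster 12. With 1 saline mouse, differences in these shares between treatments were not tested. A single cluster of 338 oligodendrocyte nuclei held 0 saline nuclei, with Iigp1 and Tgtp2 among its leading genes.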

We previously found that IFN-γ-treated dopamine neurons express MHC-I *in vitro* (Cebrián et al., 2014), and baseline MHC-I in ventral midbrain dopamine neurons has been demonstrated *in vivo* (Murakami et al., 2018), but dopamine neurons comprise a minority of all ventral midbrain neurons represented in our bulk NeuN + RNA-seq data (Fig. 1). We first analyzed the expression of a gene signature of MHC-I related genes (*H2-K1, H2-D1, B2m, Tap1*). 

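Summed UMIs of H2-K1, H2-D1, B2m and Tap1 in the saline mouse were 452.5 CPM in cluster 12 (95% Poisson interval 320 to 621, 38 UMIs). They were 45.8 CPM in astrocytes (14.9 to 107, 5 UMIs), 10.1 in oligodendrocytes (4.05 to 20.8, 7 UMIs), 15.1 in VGLUT2 (10.6 to 20.9), 10.5 in GABA (8.07 to 13.4) and 8.77 in dopamine neurons (6.11 to 12.2). At least 1 UMI of the set was held by 58.1% of cluster 12 nuclei (median depth 2801 UMIs), 3.67% of oligodendrocytes (3383 UMIs) and 16.1% to 20.8% of neurons (14064.5 to 21210.5 UMIs). Oligodendrocyte markers in saline neurons stood at 0.163% to 0.212% of their level in oligodendrocytes, which sizes free RNA of these cells alone. Free RNA of cluster 12, the group richest in the set, was not sized in saline neurons. Each IFN-γ mouse exceeded the saline mouse in all 6 groups, also at the 2 other clustering resolutions and with nuclei thinned to 1000 UMIs. The values rest on 1 saline mouse, and the intervals carry counting error alone.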

In the absence of IFN-γ, only microglia expressed detectable levels of these genes, whereas all cell types could be induced to express the MHC-I gene signature (Fig. 3b). 

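After IFN-γ the summed set of H2-K1, H2-D1, B2m and Tap1 reached 208 and 358 CPM (mouse 1 and 2) in VGLUT2 neurons, 225.5 and 340 in GABA neurons and 137 (95% Poisson interval 124 to 152) and 285 (263 to 308) in dopamine neurons. Dopamine neurons were lowest of the 3 in each mouse. No test across mice was made of these differences, with 2 IFN-γ mice.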

We previously reported that non-catecholaminergic neurons express MHC-I with higher concentrations of IFN-γ *in vitro* (Cebrián et al., 2014), and consistently, we found that GABAergic, glutamatergic, and dopaminergic midbrain neurons all expressed similar levels of MHC-I genes after exposure to high dose IFN-γ *in vivo* (Fig. 3b). 

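Oligodendrocytes held 1796 and 2315 CPM of the 4 summed MHC-I genes in IFN-γ mice 1 and 2, and cluster 12 held 1491 and 2845. Astrocytes held 661 (95% Poisson interval 600 to 726) and 920 (801 to 1051) CPM, above each neuron class in each mouse and below oligodendrocytes. These are CPM of summed UMIs, while the paper's figure shows summed log2(CPM + 1), an unlike measure. As a percentage of the oligodendrocyte level, astrocytes were at 36.8% and 39.7%, VGLUT2 neurons at 11.6% and 15.5%, GABA neurons at 12.6% and 14.7% and dopamine neurons at 7.63% and 12.3%. Oligodendrocyte markers reached 0.242% to 0.378% in the same neurons.

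**Figure D2:**
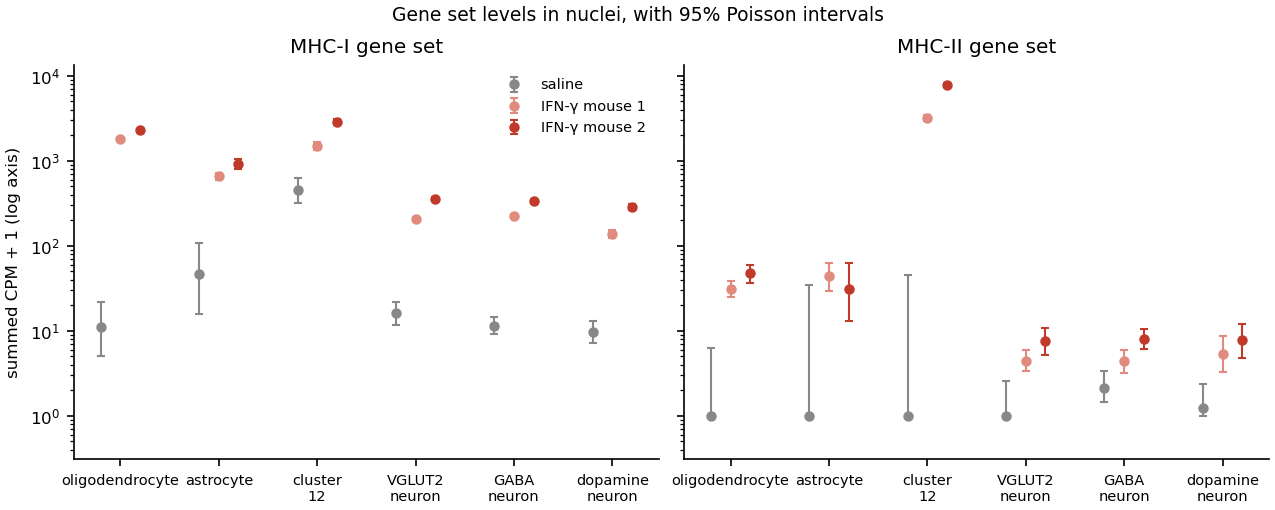
Summed MHC-I and MHC-II genes (CPM + 1, log axis) in each group of nuclei and mouse, with 95% Poisson intervals.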

Induced levels of MHC-I genes were similar between astrocytes and neurons, all of which were lower than in oligodendrocytes and microglia (Fig. 3b). Thus, all major cell types in the mouse ventral midbrain parenchyma can upregulate MHC-I mRNA upon exposure to IFN-γ.

In contrast to MHC-I, the expression of MHC-II is typically limited to professional antigen presenting cells (van den Elsen et al., 2004). 

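H2-Ab1 (ENSMUSG00000073421.5, GRCm38 chromosome 17, 34257689 to 34269419), H2-Eb1 (ENSMUSG00000060586.10, chromosome 17, 34305867 to 34316674), H2-Aa (ENSMUSG00000036594.14, chromosome 17, 34282744 to 34287823) and Cd74 (ENSMUSG00000024610.14, chromosome 18, 60803848 to 60812652) summed to 3160 and 7820 CPM in cluster 12 of IFN-γ mice 1 and 2 and to 0 in its saline nuclei (up to 43.9 CPM by the Poisson interval). Oligodendrocytes held 30.0 and 46.4 CPM, astrocytes 43 and 30.1, VGLUT2 neurons 3.46 and 6.62, GABA neurons 3.36 and 7.00 and dopamine neurons 4.39 and 6.73. That is 0.593% to 0.949% of the cluster 12 level in oligodendrocytes and 0.0846% to 0.139% in neurons. At least 1 UMI of the set was found in 91.8% and 98.2% of cluster 12 nuclei, 8.60% and 17.3% of oligodendrocytes and 5.92% and 11.9% of dopamine neurons. Median depths of these nuclei were 3800 and 3909, 3445.5 and 4201.5, and 16879.5 and 18441 UMIs. The 6 microglial markers stood at 0.876% and 1.25% of their cluster 12 level in oligodendrocytes, with the MHC-II genes above that in mouse 1 (0.949%) and under it in mouse 2 (0.593%). In neurons these markers stood at 2.40% to 2.97%, far above the MHC-II genes, so they do not size the free cluster 12 RNA there. Thinning each nucleus to 1000 UMIs moved the number of groups above saline in each IFN-γ mouse most, from 4 to 2. In cluster 12 edgeR called Cd74 (0, 286 and 817 UMIs), H2-Aa (0, 135 and 387), H2-Ab1 (0, 104 and 316) and H2-Eb1 (0, 94 and 297), with the largest adjusted p at 1.88e-10.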

We found that the MHC-II genes (*H2-Ab1, H2-Eb1, H2-Aa*) and the invariant chain (Cd74) were highly expressed in IFN-γ-treated microglia, and no other cell types showed detectable MHC-II gene expression (Fig. 3b, Supp. Fig. 5c). Similarly, we found that IFN-γ led to marked changes in the morphology of Iba1^+^ microglia, with associated cellular proliferation as detected by Ki67 protein expression and nuclear localization (Supp. Fig. 6). Ki67 staining was not present within any other cell types.

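Counted per mouse, the sums tested covered 12806 genes in oligodendrocytes, 9518 in astrocytes, 7795 in cluster 12, 17760 in VGLUT2, 18465 in GABA and 15885 in dopamine neurons, each with at least 10 UMIs over the 3 mice. Both ratios share the saline mouse, so the 2 IFN-γ mice correlate without any effect. In sums simulated with no change that correlation was 0.406 to 0.715 across genes, against 0.388 to 0.798 observed, so a shared direction of the 2 mice is weak evidence by itself. The simulated sums gave 0 calls in edgeR, while the rule on size alone passed 1 to 28 genes.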

We next conducted differential expression analysis, comparing each IFN-γ vs. saline sample within each major cell type. Only genes differentially regulated by IFN-γ in both samples were retained (see Methods; ∣log_2_FC∣ > 3, FDR < 0.01), which comprised 108 DEGs across all six major cell types (Fig. 3c). 

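Calls by edgeR over all groups came to 132 genes, 125 higher and 7 lower with IFN-γ. They were 74 and 2 in oligodendrocytes, 8 and 3 in astrocytes, 58 and 5 in cluster 12, 6 and 1 in GABA and 7 and 1 in dopamine neurons. In VGLUT2 neurons 0 were higher and 1 lower, where 731 genes had an unadjusted p below 0.05 and DESeq2 called 3 higher. The rule on size without a test gave 326 genes over all groups, and DESeq2 gave 28, the widest moves. Without IFN-γ mouse 1 the count was 828 and without IFN-γ mouse 2 it was 651, values with no test. Of the 125 higher genes 92 had 0 saline UMIs in the group of their call.
UMIs in the saline mouse and IFN-γ mice 1 and 2 are given for the genes with the largest changes. In oligodendrocytes these were Iigp1 (0, 864 and 772), Gm4951 (0, 784 and 606), Irgm2 (0, 830 and 425), Tgtp2 (0, 578 and 409) and Cfap44 (ENSMUSG00000071550.13, GRCm38 chromosome 16, 44394796 to 44482428) (0, 388 and 315), with Myo10 (ENSMUSG00000022272.17, chromosome 15, 25622525 to 25813673) lower (19, 5 and 2, adjusted p = 1.12e-06). In astrocytes they were Ddx60 (0, 77 and 35), Oasl2 (ENSMUSG00000029561.17, chromosome 5, 114896936 to 114912234) (0, 61 and 31), Iigp1 (0, 67 and 24), F830016B08Rik (0, 63 and 25) and B2m (1, 144 and 70), with Gm20757 (ENSMUSG00000098040.1, chromosome 10, 92171301 to 92375373) lower (10, 6 and 0, adjusted p = 0.00788). Cluster 12 had Iigp1 (0, 70 and 180), and lower Colec12 (ENSMUSG00000036103.8, chromosome 18, 9707595 to 9882644) (9, 0 and 1), Mrc1 (ENSMUSG00000026712.3, chromosome 2, 14229392 to 14332057) (35, 0 and 8) and Ifitm10 (ENSMUSG00000045777.14, chromosome 7, 142325837 to 142373753) (14, 2 and 1). GABA neurons had H2-K1 (1, 631 and 836), B2m (14, 430 and 605) and Cfap44 (54, 1803 and 2021), and dopamine neurons H2-K1 (1, 123 and 242) and H2-D1 (15, 118 and 204).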

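Over the called genes, the root mean square log2 change from saline in IFN-γ mice 1 and 2 was 5.07 and 5.13 in cluster 12, 3.96 and 4.28 in oligodendrocytes and 3.10 and 3.23 in astrocytes. It was 1.30 and 1.46 in VGLUT2, 1.32 and 1.53 in GABA and 1.20 and 1.51 in dopamine neurons. Pearson correlations of saline with IFN-γ levels across these genes were 0.039 and 0.077 in cluster 12, 0.167 and 0.104 in oligodendrocytes and 0.528 and 0.473 in astrocytes. In neurons they were 0.769 to 0.845. Genes are not independent replicates, and the genes were called mostly in glial groups, which favours larger changes there.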

Hierarchical clustering revealed that the most distinct expression profile for these genes belonged to IFN-γ-activated microglia, followed by oligodendrocytes and astrocytes, while the profiles of saline- and IFN-γ -exposed neurons were more similar (Fig. 3c). 

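Atp9a (ENSMUSG00000027546.15, GRCm38 chromosome 2, 168634438 to 168742409) in the saline mouse and IFN-γ mice 1 and 2 was at 531, 3.07 and 0 CPM in astrocytes and 655, 5.11 and 0 in cluster 12, called lower (edgeR, adjusted p = 1.70e-39 and 2.88e-16). In oligodendrocytes it was at 796, 163 and 162 CPM (log2 fold change −2.22), and in VGLUT2, GABA and dopamine neurons it changed by −2.24, −2.29 and −2.58, under the log2 limit of 3. Ltbp3 (ENSMUSG00000024940.10, chromosome 19, 5740904 to 5758532) was called lower in all 6 groups, from 279 to 2.22 and 3.46 CPM in oligodendrocytes (−6.60) and from 319 to 23.9 and 30.9 in VGLUT2 neurons (−3.55, adjusted p = 0.00226).
In bulk NeuN+ wells at 48 h, Atp9a was at 52.8 ± 11.4 CPM after IFN-γ (n = 6) and 75.7 ± 28.9 after saline (n = 4; p = 0.124, exact two-sided permutation), and Ltbp3 at 28.1 ± 4.50 and 28.5 ± 13.3 (p = 0.981, exact). All neuronal nuclei of the saline mouse held 636 CPM of Atp9a and 477 CPM of Ltbp3, beyond every one of the 42 NeuN+ wells (38.5 to 119, and 11.9 to 42.4 CPM). The IFN-γ mice held 127 and 127, and 24.7 and 25.9 CPM. Cfap44 and Pebp4 (ENSMUSG00000022085.3, chromosome 14, 69840420 to 70059918) were added after their values were seen. Cfap44 was at 17.0 CPM in saline and 239 and 330 CPM in IFN-γ neurons, and bulk wells at 48 h held 331 ± 181 and 352 ± 153 CPM (p = 0.886, exact). Pebp4 was at 513, 5.7 and 480 CPM in the 3 mice, and at 0 to 11.4 CPM in bulk wells.

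**Figure D3:**
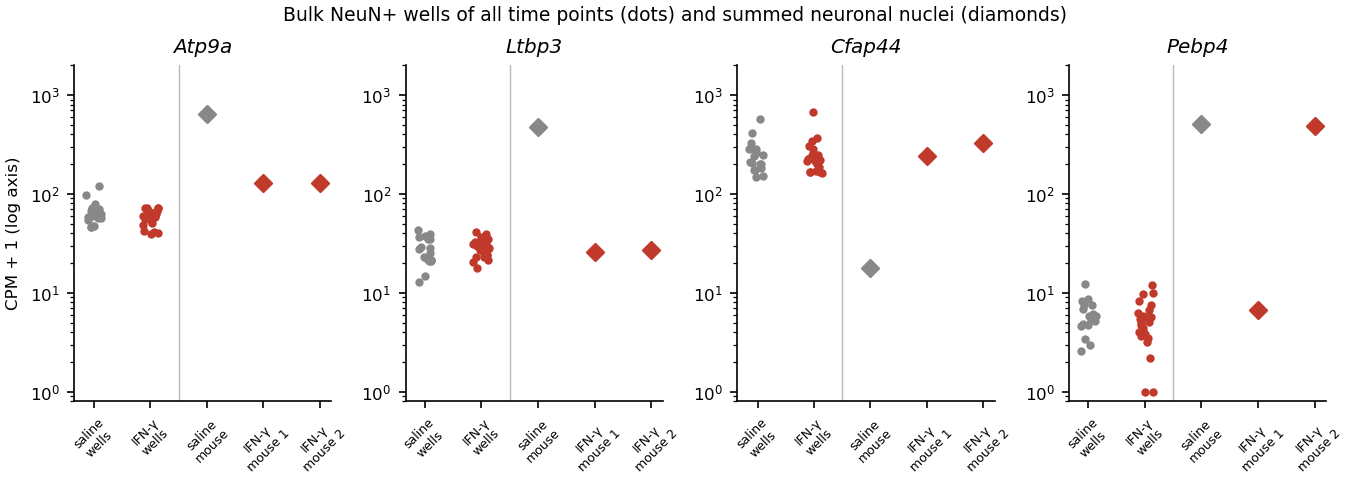
Levels (CPM + 1, log axis) of Atp9a, Ltbp3, Cfap44 and Pebp4 in bulk NeuN+ wells of all times (dots) and in summed neuronal nuclei of the saline mouse and IFN-γ mice 1 and 2 (diamonds).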

We found that two genes, *Atp9a* and *Ltbp3,* were massively downregulated in all cell types (Supp. Fig. 5b). ATP9A is a type IV P-type ATPase involved in endosome recycling and exosome release (Naik et al., 2019; Tanaka et al., 2016), while LTBP-3 is a regulator of TGF-β (Robertson et al., 2015), although to our knowledge neither has been reported to possess an explicit immune function. Meanwhile, the majority of genes were upregulated by IFN-γ and were highly expressed in glia, but not neurons (Fig. 3c). 

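Of 125 genes called higher, 118 were called in glial groups alone, 7 in glial and neuronal groups and 0 in neurons alone. In each IFN-γ mouse 120 had a higher CPM in some glial group than in every neuron class, and 4 the reverse. Neuronal sums carried more UMIs than those of astrocytes and cluster 12, so fewer neuronal calls do not follow from low depth. Calls in one group alone do not show that groups differ, and no test between groups was made.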

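H2-Q5 (ENSMUSG00000055413.12, GRCm38 chromosome 17, 35394126 to 35397800) was called in no group (oligodendrocytes 0, 18 and 13 UMIs in the saline mouse and IFN-γ mice 1 and 2, adjusted p = 0.0907, edgeR; VGLUT2 neurons 0, 28 and 17). H2-Q6 (ENSMUSG00000073409.12, chromosome 17, 35424850 to 35430055) was called in cluster 12 (0, 16 and 38), GABA neurons (0, 123 and 133, at least 32.3- and 43.1-fold) and dopamine neurons (0, 25 and 65, at least 12.2- and 38.8-fold). It was not called in VGLUT2 neurons (0, 151 and 68, adjusted p = 0.0696) or oligodendrocytes (0, 8 and 6), and astrocytes held 0 UMIs. H2-Q7 (ENSMUSG00000060550.15, chromosome 17, 35439155 to 35443773) was called in GABA (0, 122 and 138), dopamine neurons (1, 18 and 38, log2 fold change 5.30) and oligodendrocytes (0, 42 and 35, at least 3.6- and 5.61-fold, adjusted p = 0.000114). It was not called in cluster 12 (2, 24 and 66, adjusted p = 0.0108), VGLUT2 neurons (2, 140 and 92, adjusted p = 0.343) or astrocytes (0, 5 and 6). H2-Q4 (ENSMUSG00000035929.11, chromosome 17, 35379617 to 35385290), named by its rank, was called in oligodendrocytes (0, 232 and 156), cluster 12 (0, 27 and 34) and dopamine neurons (0, 18 and 55). H2-Q genes are near-identical copies, and reads that fit more than 1 of them are not counted or may be counted for a copy, so which gene rose is uncertain.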

One notable exception to this trend was the expression of the non-classical MHC-I (class Ib) genes *H2-Q5, H2-Q6,* and *H2-Q7,* which were robustly induced by IFN-γ in microglia and all neurons, but not oligodendrocytes and astrocytes (Fig. 3c). Class Ib molecules are structurally similar to class Ia (*H2-D1, H2-K1*), although class Ib genes tend to exhibit tissue-specific expression and distinct regulatory elements (Howcroft and Singer, 2003).

While all neurons upregulated classical MHC-I genes, we found that a number of canonical ISGs (e.g., *Tap1, Tap2, Gbp2, Cd274*/PD-L1) were poorly expressed in IFN-γ-treated neuronal nuclei at 48 h (Fig. 3c). 

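Tap1 UMIs in oligodendrocytes were 0 in the saline mouse and 160 and 112 in IFN-γ mice 1 and 2 (59.2 and 77.6 CPM, at least 13.7- and 18.0-fold, adjusted p = 3.67e-18, edgeR). VGLUT2 neurons held 4.43 and 3.86 CPM, GABA neurons 5.16 and 5.25 and dopamine neurons 3.29 and 4.94. Tap2 was called in oligodendrocytes (0, 124 and 87 UMIs, at least 10.6- and 13.95-fold) and in no neuron class. Gbp2 held 0, 200 and 135 UMIs in oligodendrocytes (at least 17.1- and 21.7-fold) and at most 4 UMIs in any neuron class. Cd274 (ENSMUSG00000016496.7, GRCm38 chromosome 19, 29367455 to 29388095) held 0, 284 and 172 UMIs in oligodendrocytes (at least 24.4- and 27.6-fold), and 1.7 to 4.8 CPM in IFN-γ neurons. In cluster 12 and astrocytes Tap1 (0, 18 and 25, and 0, 27 and 10 UMIs) was not called (adjusted p = 0.0168 and 0.369), and Tap2 and Gbp2 were not either. The paper describes these genes as poorly expressed in neurons at 48 h and raises a possible link to their dampened response. In bulk NeuN+ nuclei at 48 h Tap1, Gbp2 and Tap2 were below the filter on low counts. DESeq2, testing without the filter and 1 fit of all wells called Tap1 there.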

Notable among these was *Nlrc5,* which encodes NLRC5, a member of the NOD-like receptor family that critically regulates MHC-I expression analogous to CIITA regulation of MHC-II expression (Jongsma et al., 2019). These results suggest that deficiency in effectors of IFN-γ-mediated signaling or transcription might lead to the dampened neuronal responses observed in our studies. Indeed, we found that several genes associated with the GO term ‘positive regulation of IFN-γ mediated signaling pathway’ were robustly induced in glia, but not in neurons (Fig. 3d). These included poly(ADP-ribose) polymerase 9 (PARP9), which is known to activate STAT1 phosphorylation in activated macrophages (Iwata et al., 2016), and immunity-related GTPases *Irgm1-2* which regulate IFN-γ-driven effector responses to intracellular pathogens (Taylor, 2007).

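Nlrc5 was called in oligodendrocytes (0, 270 and 162 UMIs in the saline mouse and IFN-γ mice 1 and 2, at least 23.1- and 26.0-fold, adjusted p = 4.90e-28, edgeR) and in cluster 12 (1, 41 and 40 UMIs, log2 fold change 3.90, adjusted p = 0.00340). In astrocytes it held 0, 54 and 19 UMIs (adjusted p = 0.0185), not called. Dopamine neurons held 2.26, 2.56 and 2.69 CPM (log2 fold change 0.21). VGLUT2 neurons went from 0 to 22 and 12 UMIs and GABA neurons from 1 to 16 and 22, without a call. In bulk NeuN+ wells at 48 h Nlrc5 was at 13.05 ± 3.90 CPM after IFN-γ and 1.06 ± 0.82 after saline.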

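The gene set of the GO term is not part of the data at hand, so no enrichment was computed. Among genes named by the text or the legend of Fig. 3d, Med1 (ENSMUSG00000018160.15, GRCm38 chromosome 11, 98152154 to 98193293) was unchanged in all groups, and Hpx (ENSMUSG00000030895.9, chromosome 7, 105591613 to 105600137) and Txk (ENSMUSG00000054892.14, chromosome 5, 72695978 to 72752777) had at most 3 UMIs in any mouse and group. Igtp (ENSMUSG00000078853.8, chromosome 11, 58199556 to 58207591) held 0 UMIs in all nuclei, and it overlaps Irgm2 on chromosome 11, so reads of this locus are counted for 1 of the 2 genes.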

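Parp9 (ENSMUSG00000022906.15, GRCm38 chromosome 16, 35938470 to 35972605) was called in oligodendrocytes (1, 125 and 79 UMIs in the saline mouse and IFN-γ mice 1 and 2, log2 fold change 5.11, adjusted p = 1.58e-11, edgeR). In cluster 12 (7, 36 and 45 UMIs) it changed by 1.16 (adjusted p = 0.294). In VGLUT2, GABA and dopamine neurons it changed by 0.56, −0.07 and −0.26. Irgm1 (ENSMUSG00000046879.6, chromosome 11, 48861968 to 48871683) was called in oligodendrocytes (1, 700 and 457 UMIs, 7.62, adjusted p = 1.21e-57), while astrocytes (1, 54 and 37, 3.56, adjusted p = 0.0447) and cluster 12 (4, 23 and 34, 1.44) were not called. Irgm2 rose at least 71.2- and 68.2-fold in oligodendrocytes, changed by −0.01 in cluster 12 (12, 34 and 27 UMIs) and by 2.74 in astrocytes (adjusted p = 0.0822), and held at most 7 UMIs in a neuron class and mouse. Of the glial groups, a call of these genes was thus reached in oligodendrocytes.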

Within the ventral midbrain of PD patients, dopamine neurons of the ventral tegmental area (VTA) tend to be spared relative to more vulnerable populations in the SNc (Hirsch et al., 1988). Notably, we previously found HLA class I expression in dopamine neurons within the SNc, but not VTA, in postmortem tissue from PD patients (Cebrián et al., 2014). However, recent studies have demonstrated considerable transcriptomic heterogeneity amongst midbrain dopamine neurons (Poulin et al., 2014; Saunders et al., 2018). We thus leveraged our snRNA-seq data to study transcriptional responses to IFN-γ amongst various subpopulations of dopamine neurons. 

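Clustering the 435 dopamine nuclei at resolution 1, with 472 genes kept out (those called in the sums of nuclei or called higher in bulk wells, and Xist), gave 8 subclusters of 43 to 74 nuclei. Resolution 0.5 gave 6 and resolution 2 gave 11. Leading genes were Vcan and Pld5 (subcluster 0), Hs6st3, Grin2c and Ndnf (1), Pcsk6 and Tacr3 (2), Fgf10 and Sorcs3 (3), Pde11a and Ntng1 (4), Sulf1 and Unc5d (5) and Eya1 and Pde1c (6). Subcluster 7 (43 nuclei) had a median of 2157 UMIs, against 16073 to 25834.5 in the others.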

We further analyzed dopamine neuronal expression profiles using unsupervised clustering as above (see Methods) and identified eight subclusters (Fig. 3e and Supp. Fig. 7). All subclusters expressed moderate to high levels of *Slc6a3* (DAT) but were distinguished by expression of marker genes consistent with previous studies (*Ndnf*, *Ntng1, Nefl, C1ql3, Cbln1, Cbln4, Tacr3*), including those with ventral SN bias (*Sox6, Aldh1a1, Grin2c,* and *Atp2a3*) and those with medial VTA bias (*Sorcs3, Nrp2, Grp, Calb1*) (Chung et al., 2005; Hobson et al., 2022b; Poulin et al., 2014; Saunders et al., 2018) (Fig. 3e, Supp. Fig. 7, and Supplementary Table 2). 

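Slc6a3 was at 658, 625, 625, 163, 596, 362, 498 and 617 CPM in subclusters 0 to 7. Ndnf was at 235 CPM in subcluster 1, 236 in 7 and 1.88 in 3, Ntng1 at 1238 in 4 and 38.5 in 2, and Tacr3 at 391 in 6 and 5.06 in 0. Sox6 reached 753 CPM in subcluster 1, 755.5 in 7 and 7.51 in 3, Aldh1a1 536 in 6 and 3.64 in 5, and Grin2c 56.2 in 1. Sorcs3 reached 1259 CPM in subcluster 3 and 537 in 5, Nrp2 158 in 3, Grp 48.7 in 6 and Calb1 224 in 4. Nefl, C1ql3, Cbln1, Cbln4 and Atp2a3 were highest in subclusters 7, 4, 5, 6 and 0 (34.7, 26.9, 29.1, 59.55 and 27.8 CPM). These levels are sums over the 3 mice.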

Dopamine neurons from saline- and IFN-γ-treated mice were distributed similarly throughout all subclusters (Fig. 3e), suggesting that IFN-γ treatment did not significantly alter the expression of subcluster-defining marker genes. 

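Shares of the dopamine nuclei of the saline mouse and IFN-γ mice 1 and 2 were 14.4%, 23.0% and 12.8% in subcluster 0, 17.8%, 17.8% and 5.51% in 1, 19.0%, 7.89% and 11.0% in 2 and 14.4%, 3.95% and 22.9% in 3. They were 10.3%, 15.1% and 9.17% in 4, 9.20%, 9.87% and 14.7% in 5, 10.9%, 7.24% and 11.9% in 6 and 4.02%, 15.1% and 11.9% in 7. In subclusters 0, 3, 4 and 6 the saline share lay between those of the IFN-γ mice. Every subcluster held nuclei of each mouse, with 6 to 35 nuclei per mouse.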

We found no evidence of differential responses to IFN-γ, with all subclusters upregulating classical (*H2-K1, H2-D1, B2m*) and non-classical MHC-I genes (*H2-Q6, H2-Q7*) (Fig. 3e). Thus, at least under conditions of direct exposure to high concentrations of IFN-γ, an MHC-I antigen presentation program can be induced in all populations of ventral midbrain dopamine neurons, suggesting that the presence of MHC-I alone is not sufficient to determine the subclusters targeted in parkinsonian neurodegeneration and that multiple hits may be required.

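The sum of H2-K1, H2-D1, B2m, H2-Q6 and H2-Q7 rose from the saline mouse to each IFN-γ mouse in all 8 subclusters. In IFN-γ mice 1 and 2 it ran from 105 and 246 CPM (subcluster 1, saline 3.63) and 110.5 and 163 CPM (subcluster 0, saline 2.85) to 270 and 466 CPM (subcluster 5, saline 6.62). Subcluster 3 held 216 and 446 CPM (saline 18.0), subcluster 6 held 134 and 299 (saline 23.8), and subcluster 7 held 255 and 308 (saline 0, up to 140 by the 95% Poisson interval). Subclusters 2 and 4 held 171 and 345, and 215 and 289 CPM. Subclusters were not tested against each other, with 1 saline mouse and 6 to 35 nuclei per mouse.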

### 2.5. Dopamine neurons respond to IFN-γ via cell autonomous IFNGR signaling

In addition to IFN-γ, MHC-I heavy chain transcription can be induced in neurons by TNF-α (Neumann et al., 1997), and it is possible that the effects of IFN-γ on neurons may be due to release of other cytokines or interactions with glia, particularly activated microglia (Mount et al., 2007). Furthermore, canonical ISGs can be upregulated in dopamine neurons without IFN-γ under conditions of oxidative stress, such as high dose L-DOPA (Cebrián et al., 2014), 6-OHDA exposure (Mo et al., 2018), or a model of α-synuclein aggregation (Ugras et al., 2018). Thus, we first confirmed that dopamine neurons in the ventral tegmental area (VTA) and SNc express IFN-γ receptor subunit 1 (*Ifngr1*) mRNA using fluorescence in situ hybridization (FISH) mRNA (Supp. Fig. 8). To test whether cell autonomous IFN-γ signaling is required for their transcriptional responses, we selectively modified the *Ifngr1* locus in dopamine neurons by crossing *Ifngr1*^fl/fl^ mice to dopamine transporter (DAT)-cre mice. As previously described, Cre-mediated recombination in *Ifngr1*^fl/fl^ mice leads to deletion of the IFN-γ-binding extracellular domain of IFNGR1 and conditional loss of IFN-γ signaling (Lee et al., 2013).

We first confirmed that DAT-Cre:*Ifngr1*^fl/fl^ mice showed no gross alteration in midbrain or striatal TH and DAT immunolabel (Supp. Fig. 9). We then used immunohistochemistry to analyze phosphorylation of STAT1 Tyr701 (pSTAT1-Y701), the STAT1 residue critical for IFN-γ-mediated nuclear translocation and transcriptional activation (Shuai et al., 1993), in the ventral midbrain at 6 h after injection of IFN-γ or saline. IFN-γ-induced nuclear pSTAT1-Y701 was observed in TH^+^ dopamine neurons and TH^−^ cells in WT:*Ifngr1*^fl/fl^ mice, but only in TH^−^ cells in DAT-Cre:*Ifngr1*^fl/fl^ mice (Fig. 4a). Triple labeling with NeuN enabled analysis of nuclei from dopamine neurons (TH^+^/NeuN^+^), non-dopamine neurons (TH^−^/NeuN^+^), and glia (TH^−^/NeuN^−^) (Fig. 4b). Quantification of pSTAT1-Y701 induction in these populations confirmed a selective deficiency of IFN-γ response in dopamine neurons (Fig. 4c). Notably, the average pSTAT1-Y701 intensity in glia was ~ 3-fold higher than in neurons, with no appreciable differences between dopamine neurons and non-dopamine neurons (Fig. 4b-c). Consistent with the pSTAT1-Y701 results, RNA-FISH confirmed that dopamine neurons in IFN-γ-treated DAT-Cre:*Ifngr1*^fl/fl^ mice express significantly less *Tap1* and MHC-I heavy chain mRNAs compared to WT:*Ifngr1*^fl/fl^ mice (Fig. 4e-f). Collectively, these results confirm that cell autonomous IFNGR signaling and nuclear pSTAT1 translocation, not bystander responses to reactive glia, are responsible for transcription of antigen presentation genes within dopamine neurons following ventral midbrain exposure to IFN-γ.

## 3. Discussion

Interferons were discovered as factors with anti-viral activity (Isaacs et al., 1957) and research over the following decades identified a large set of interferon-regulated pathways, including about 10% of the human genome (Samarajiwa et al., 2009). Due to reports of CD8 + and Th1 CD4 + T cells infiltrating the brain in aging and neurological disease, we characterized transcriptional changes caused by acute local exposure to the proinflammatory cytokine IFN-γ in the ventral midbrain. Inflammation associated with neurodegenerative disorders may include cellular responses in the meninges and elsewhere in the periphery (Hobson et al., 2022c), which are likely to produce interacting effects. To avoid the confounding influence of other inflammatory cytokines, we designed our current approach to provide a molecular analysis of acute cellular changes in the absence of peripheral inflammation. To avoid the confounding influence of other inflammatory cytokines, we designed our current approach to provide a molecular analysis of acute cellular changes in the absence of peripheral inflammation.

### 3.1. Conserved responses to IFN-γ in brain cells

Here, we focused on the brain parenchymal response to IFN-γ and note that rare cell types in or at the border the CNS, including dendritic cells, monocytes, natural killer cells, and border associated macrophages were either too uncommon for detection or lost during brain dissection due to meningeal removal: these cell types may nevertheless play important roles in adaptive immune responses in the brain. Although MHC-I is expressed by most nucleated cells in the periphery, our results confirm previous reports that MHC-I mRNA is expressed at negligible levels in the healthy rodent CNS (Vass and Lassmann, 1990), with the exception of microglia (Fig. 3b). However, we find that for all major classes of CNS cells, IFN-γ rapidly induces expression of MHC-I and other ISGs involved in antigen presentation, with similar kinetics to non-brain cells (Min et al., 1996; van den Elsen et al., 2004). Transcriptional kinetics were similar across CNS cell types, but ISG expression amplitude was highest in microglia, lower in astrocytes and oligodendrocytes, and lowest in neurons (Fig. 3). However, the abundance of neurons compared to microglia suggests that neuronal expression may still be important for the overall brain response to IFN-γ. For example, the IFN-γ-inducible T cell chemoattractants *Cxcl9, Cxcl10, and Cxcl11* were rapidly upregulated in both neurons and glia (Supp. Fig. 2). Although our data suggest that microglia induce these genes at > 8-fold higher levels than neurons, neurons are typically > 5-fold more abundant than microglia in the human brain (Santos et al., 2020). Thus, it is likely that neurons, astrocytes, oligodendrocytes, and microglia each contribute to conserved IFN-γ responses in the brain.

### 3.2. Dampened neuronal responses to IFN-γ

Why are neurons less responsive to IFN-γ than glia? It has been suggested that the absence of MHC-I expression and lack of antigen presentation capacity may be protective for post-mitotic neurons (Rall, 1998). Our results underscore the longstanding view that MHC-I is not readily detectable in neurons, and highlight a growing appreciation that detection of physiologically relevant neuronal MHC-I requires highly sensitive techniques (McDole et al., 2010).

Multiple mechanisms could underlie the dampened transcriptional response to IFN-γ in neurons. First, we observed that the levels of nuclear pSTAT1 at 6 h post-IFN-γ are significantly lower in neurons compared to glia (Fig. 4). Decreased abundance of IFNGR, STAT1, and/or negative feedback signaling that regulates STAT1-Y701 phosphorylation could all contribute to decreased nuclear pSTAT1 accumulation (Rose et al., 2007). Given the dramatic response in microglia compared to other glia, differential regulation of pSTAT1 is unlikely to be the sole mediator of cell type-specific IFN-γ responses in the CNS. Other minor differences in ISG induction between cell types suggest subtle differences in transcriptional dynamics downstream of initial pSTAT1 binding: for example, the upregulation of non-classical MHC-I genes *H2-Q5, H2-Q6,* and *H2-Q7* was specific to microglia and neurons (Fig. 3c). Thus, the overall lower amplitude of IFN-γ-induced transcription in neurons could be due in part to altered basal chromatin accessibility and/or inefficient expression of key transcription factors that drive downstream expression programs.

### 3.3. Microglia-specific responses to IFN-γ

Unexpectedly, we found an early, transient downregulation of some but not all microglial lineage-identity genes in NeuN− nuclei at 6 h post-exposure to IFN-γ (Supp. Fig. 3). These include *Dock8,* a protein implicated in controlling microglial function in neurodegeneration (Gunsolly et al., 2010), the cytokine receptors *Csf1r* and *Csf3r,* and *Siglech,* a sialic acid-binding receptor that inhibits microglial activation (Klaus et al., 2021). These responses may lead to reduced microglial sensitivity to anti-inflammatory and homeostatic mediators, as has been observed in IFN-γ-polarized macrophages (Ivashkiv, 2018). However, further studies are required to characterize the role of this transient transcriptional suppression within the microglial activation program induced by IFN-γ.

Within the CNS, it is well-established that activated microglia express MHC-II (McGeer et al., 1988; Vass and Lassmann, 1990), but prior studies of MHC-II expression in mouse oligodendrocytes and astrocytes have yielded conflicting results (Falcão et al., 2018; Rostami et al., 2020; Stüve et al., 2002; Vass and Lassmann, 1990). In the context of MS, single cell RNA-seq in mouse models (Falcão et al., 2018; Kaya et al., 2022) and human brain tissue (Jäkel et al., 2019) identified subsets of mature oligodendrocytes that express IFN-inducible genes, including MHC-I and MHC-II genes, although only MHC-I associated signals were observed in human neuropathology (Höftberger et al., 2004). Our results suggest that acute stimulation with IFN-γ elicits the transcriptional upregulation of MHC-II genes only in microglia (Fig. 3b), although more chronic exposure or the presence of other stimulatory factors may lead to expression in astrocytes and/or oligodendrocytes under certain conditions.

### 3.4. Dopamine neurons direcdy respond to IFN-γ

Several studies indicate that neuronal MHC-I presentation could be a response to intrinsic neuronal stress, even in culture paradigms lacking cell types that release IFN-γ, TNF-α, or other candidate extrinsic triggers. In our hands, cultured postnatal DA neurons can be induced to present an intracellularly processed foreign antigen by MHC-I following high cytosolic oxidative stress caused by high levels of L-DOPA (Cebrián et al., 2014) in the absence of microglia, T cells, or extrinsic cytokines. The hypothesis that neuronal stress may be an independent means to drive antigen presentation is consistent with reports of increased MHC-I in mature neurons by kainic acid, which indices excitotoxicity (Corriveau et al., 1998), and increased TAP-1 and immunoproteasome messages following the toxin, 6-hydroxy-dopamine (Mo et al., 2018) and by aggregated alpha-synuclein (Ugras et al., 2018). However, we found that dopamine neurons in DAT-Cre:*Ifngr1*^fl/fl^ mice did not significantly upregulate pSTAT1 or MHC-I in response to IFN-γ injection in the ventral midbrain (Fig. 4). These results suggest that the acute stress placed on dopaminergic neurons by 48 h of surrounding glial activation is insufficient to upregulate pSTAT1 via alternate pathways, although these may act at longer time scales.

Although IFN-γ has been implicated in dopaminergic neuro-degeneration, studies in rodent and culture models of PD have focused on glial activation as the key driver of neuronal cell death (Barcia et al., 2011; Mount et al., 2007). IFNGR1 and STAT1 knockout mice are protected from pathological overexpression of IFN-γ in the mouse brain (Strickland et al., 2018), but it is unknown which cells require IFN-γ signaling to drive nigrostriatal degeneration in this model. Consistent with previous studies of cortical and hippocampal neurons (Filiano et al., 2016; Flood et al., 2019), we found that midbrain dopaminergic neurons express *Ifngr1* and upregulate MHC-I genes via increased nuclear pSTAT1-Y701 after IFN-γ exposure (Fig. 4). Although we directly exposed dopaminergic neurons to IFN-γ in the ventral midbrain, previous work found that IFN-γ stimulation of axons can induce neuron MHC-I via retrograde signaling (Clarkson et al., 2018). Given that their massive axonal arbors comprise the majority of their surface area (Matsuda et al., 2009) and protein mass (Hobson et al., 2022a), dopamine neurons may also be induced to express MHC-I via inflammation within the caudate and putamen in PD (Mogi et al., 2007).

PD is widely considered to require multiple hits, including aging, and antigen presentation may play a role in some forms of neuron damage and death. Possible deleterious roles for IFN-γ signaling and MHC-I expression within dopamine neurons in PD are suggested from mouse models of autoimmune-mediated narcolepsy, paraneoplastic encephalitis, and neurotropic viral infection. Bernard-Valnet et al. (2016) and Yshii et al. (2016) demonstrated that neuronal expression of ectopic “neo-self-antigen” led to antigen-specific CD8 + T cell infiltration of the brain parenchyma and neuronal destruction. While Kreutzfeldt et al. (2013) found that viral antigen-specific CD8 + T cell-mediated neuronal destruction requires functional IFN-γ receptor signaling in the CNS, constitutive neuronal overexpression of the MHC-I molecule H-2D^b^ did not elicit pathology in the absence of CNS IFN-γ receptor signaling. These results raised the possibility that neuronal upregulation of MHC-I is not critical for IFN-γ-mediated neuropathology in this model (Kreutzfeldt et al., 2013), but our results suggest that loss of neuronal IFNGR1 would completely prevent upregulation of the machinery necessary to process and present antigen on the constitutively expressed H-2D^b^ molecules (e.g., *B2m, Tap1, Psmb8*). Nonetheless, subsequent studies found that IFN-γ-mediated synapse loss in virally infected neurons was driven by neuronal CCL2 expression and phagocyte-mediated synaptic removal (Di Liberto et al., 2018). Thus, in addition to potential autoimmune-mediated responses directed at dopamine neurons, future work should investigate the synaptic and electrophysiological consequences of IFN-γ signaling in the ventral midbrain.

## 4. Materials and Methods

### 4.1. Animals

Mice were housed on a 12-hour light/dark cycle with food and water available *ad libitum.* Adult male and female mice (6–12 months old) were used in all experiments. DAT^IRES-Cre^ mice (JAX #006660, RRID: IMSR_JAX:006660) (Bäckman et al., 2006) and Ifngr1^fl^ mice (JAX #025394, RRID: IMSR_JAX:025394) (Lee et al., 2013) were obtained from Jackson Laboratories (Bar Harbor, ME). DAT^IRES-Cre^ mice derive from C57BL/6J background, while Ifngr1^fl^ mice derive from C57BL/6N background. All experiments were conducted according to NIH guidelines and approved by the Institutional Animal Care and Use Committees of Columbia University and the New York State Psychiatric Institute.

DAT^IRES-Cre^:Ifngr1^fl^ experimental litters were bred from a cross of DAT^IRES-Cre/wt^;Ifngr1^fl/fl^ × DAT^wt/wt^;Ifngr1^fl/fl^ mice such that Cre^+^ mice (DAT^IRES-Cre/wt^;Ifngr1^fl/fl^) could be compared to Cre^−^ littermates with no modification of the Ifngr1 locus (DAT^wt/wt^;Ifngr1^fl/fl^). To ensure proper allocation of genotypes to experimental treatments (stereotaxic injection of virus and/or IFN-γ), experimenters were not blinded to the genotype of mice during stereotaxic injection. However, a separate experimenter that was blind to the genotype and treatment condition conducted animal sacrifice and tissue dissection. All experimental procedures were conducted according to NIH guidelines and were approved by the Institutional Animal Care and Use Committees of Columbia University and the New York State Psychiatric Institute.

### 4.2. Stereotaxic injections

All surgical procedures were approved by the Institutional Animal Care and Use Committee and the Department of Comparative Medicine at New York State Psychiatric Institute. Mice were anesthetized with 4% isoflurane. Animals were transferred onto a Kopf Stereotaxic apparatus and maintained under isoflurane anesthesia (1–2%). After hair removal and sterilization of the scalp using chlorhexidine and ethanol, a midline incision was made. Bregma and Lambda coordinates were determined, and minor adjustments in head position were made to match the DV coordinates. Saline or IFN-γ was injected at AP −3.2, ML – 0.9, and DV – 4.4. A small hole was drilled into the skull and 400 nL of 0.9% saline or 0.9% saline + 100 ng/μL recombinant mouse IFN-γ (40 ng IFN-γ total) was injected through a pulled glass pipet using a Nanoject 2000 (Drummond Scientific; 8 pulses of 50 nL). At 5 min after injection, the glass pipet was slowly withdrawn over 5 min. After closing the skin with vicryl sutures, mice received 0.5 mL of 0.9% saline i.p. and were allowed to recover for > 1 h before being returned to their home cages.

### 4.3. Antibodies and Reagents

**Table:** 

Name	Manufacturer	Catalog	RRID	Usage
Chicken anti-TH	Millipore	AB9702	RRID: AB_570923	IHC, 1:500
Mouse anti-NeuN	Millipore	MAB377	RRID: AB_2298772	IHC, 1:500
Rabbit anti-Iba1	Wako	019–19741	RRID: AB_839504	IHC, 1:1000
Rat anti-Ki67	ThermoFisher	14–5698-82	RRID: AB_10854564	IHC, 1:1000
Mouse anti-NeuN, Alexa488	Millipore	MAB377X	RRID: AB_2149209	FANS, 1:500
Rabbit anti-pStat-Y701	Cell Signaling	9167	RRID: AB_561284	IHC, 1:1000
Rat anti-DAT	Millipore	MAB369	RRID: AB_2190413	IHC, 1:500
Goat anti-Chicken IgY (H + L), Alexa Fluor Plus 488	ThermoFisher	A-32931TR	RRID: AB_2866499	IHC, 1:1000
Goat anti-Mouse IgG (H + L), Alexa Fluor Plus 568	ThermoFisher	A-11004	RRID: AB_2534072	IHC, 1:1000
Goat anti-Rabbit IgG (H + L), Alexa Fluor 647	ThermoFisher	A32733	RRID: AB_2633282	IHC, 1:1000
Goat anti-Rat IgG (H + L), Alexa Fluor 647	ThermoFisher	A-32931TR	RRID: AB_2866499	IHC, 1:1000
Mm-Ifngr1-C2	ACD Biotechne	441491-C2	NA	FISH
Mm-Tap1-C2	ACD Biotechne	575041-C2	NA	FISH
Pan-MHC Class 1**	ACD Biotechne	NPR-0023100	NA	FISH
TSA Cy3	Perkin Elmer	NEL744001KT	NA	FISH, 1:1500
TSA Cy5	Perkin Elmer	NEL745001KT	NA	FISH, 1:1500IHC, 1:7500
Recombinant Mouse IFN-gamma Protein	R&D Systems (Biotechne)	485-MI-100/CF	NA	100 ng/μL

FANS: fluorescence-activated nuclear sorting, IHC: immunohistochemical staining of brain sections, FISH: Fluorescence in situ hybridization.

** Due to extensive homology between MHC Class I gene family members, probes selectively targeting *H2-K1* and/or *H2-D1* were not feasible. The new probe employed was designed to maximally cross-react with *H2-K1* mRNA (NCBI Reference Sequence, NM_001001892.2), although substantial cross-reactivity is predicted for *H2-K2, H2-D1, H2-D4, H2-Q7, H2-Q9, H2-Q10,* and *Gm38417.*

### 4.4. Immunohistochemistry (IHC)

Mice were anesthetized with euthasol and transcardially perfused with ~ 15 mL of 0.9% saline followed by 40–50 mL of ice-cold 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB), pH 7.4. Brains were post-fixed in 4% PFA in 0.1 M PB for 6–12 h at 4 °C, washed three times in phosphate buffered saline (PBS), and sectioned at 50 μm on a Leica VT1000S vibratome. Sections were placed in cryoprotectant solution (30% ethylene glycol, 30% glycerol, 0.1 M PB, pH 7.4) and stored at −20 °C until further use.

Sections were removed from cryoprotectant solution and washed three times in tris-buffered saline (TBS) at room temperature. Except for pSTAT1 staining, sections were then permeabilized in TBS + 0.2% Triton-X 100 for one hour at room temperature, followed by blocking in TBS + 10% normal goat serum (NGS) and 0.1% Triton-X 100 for 1.5 h at room temperature. Sections for pSTAT1 staining were slide mounted, submerged in 10 mM sodium citrate (pH 6.0) at 50 °C for 15 min, and washed several times in TBS. All sections were then transferred to or submerged in a pre-chilled solution containing primary antibodies in TBS + 2% NGS + 0.1% Triton-X 100 and incubated overnight at 4 °C. Sections were washed in TBS + 0.05% Tween 20 (TBS + T) five times over an hour at room temperature. Sections were incubated in a solution containing secondary antibodies in TBS + 2% NGS + 0.1% Triton-X 100 at room temperature for 1.5 h, followed by four washes in TBS + T over 45 min at room temperature. Sections were slide mounted and cover-slipped with Fluoromount G (Southern Biotech). See Antibodies and Reagents for a complete list of antibodies and concentrations used in this study.

### 4.5. Fluorescence in situ hybridization (FISH)

FISH was performed using the highly sensitive RNAScope^®^ Multiplex Fluorescent v2 assay (ACD Bio). See Antibodies and Reagents for complete list of probes and reagents used in this study. Although most single FISH puncta using this assay are likely single mRNA molecules (Wang et al., 2012), this cannot be definitively determined due to the enzymatic signal amplification and non-diffraction-limited size of the mRNA puncta.

Mouse brain sections were prepared as above, removed from cryoprotectant solution, and washed three times in tris-buffered saline (TBS) at room temperature. Sections were incubated with hydrogen peroxide (ACD) for 15 min at room temperature, washed several times in TBS, and then mounted to Superfrost slides (Fisher). Sections were allowed to dry for 10 min and a hydrophobic barrier (PAP pen, Vector Labs) was created around the tissue. Tissue was incubated in 50% EtOH, then 70% EtOH, then 100% EtOH for 5 min each. Sections were rehydrated in TBS for several minutes, digested with Protease IV (ACD) for 25 min at room temperature, and rinsed twice with TBS before proceeding to the RNA Scope Multiplex Fluorescent v2 assay (ACD).

The RNA Scope Multiplex Fluorescent v2 assay was conducted according to the manufacturer’s instructions, with all incubations taking place in a humidified chamber at 40 °C. Two 5-minute washes in excess RNA Scope Wash Buffer (ACD) took place between each incubation in sequential order: probes (2-hours), AMP1 (30 min), AMP2 (30 min), AMP3 (15 min), HRP-C1/2/3 (15 min), TSA Cy3 (30 min), HRP blocker (30 min), HRP-C1/2/3 (15 min), and TSA Cy5 (30 min). Samples were washed twice more in RNA Scope Wash Buffer, then twice more in TBS. Samples were then blocked and immunostained for tyrosine hydroxylase as described above. After immunostaining, samples were mounted in Fluoromount G and stored at 4 °C for up to 1 week before imaging.

### 4.6. Image acquisition and analysis

All imaging of 50 μm sections from perfusion-fixed brain was conducted either on a Nikon Ti2 Eclipse epifluorescence microscope or on a Leica SP8 scanning confocal microscope using a 20x/0.75NA or 60x/1.4NA objective.

For pSTAT1-Y701 analysis, 5 μm Z stacks from the SNc were acquired using a 20x/0.75NA objective and collapsed via maximum projection. Three types of DAPI^+^ nuclei were segmented as ROIs: TH+/NeuN+ (mDA neurons), TH−/NeuN+ (non mDA neurons), and glia (TH−/NeuN−). The mean pSTAT1 intensity for all pixels within each ROI was background subtracted using the median of the entire image.

For FISH analysis, 5 μm Z stacks from the SNc were acquired using a 20x/0.75NA objective and collapsed via maximum projection. For quantification of mRNA density in neuronal somata, a binary threshold was set for the TH immunofluorescence signal based on two standard deviations above the image background to generate a binary mask of pixels for TH^+^ neurons. Segmentation of mDA neuronal somata was conducted in ImageJ to generate ROIs for each neuronal soma, after which the total signal in both RNA channels was measured. The mean RNA intensity for all pixels within each soma ROI was background subtracted using the median of the entire image.

### 4.7. Fluorescence-Activated nuclei sorting (FANS)

Nuclei were prepared from the ventral midbrain of mice at 48 h after injection of saline or IFN-γ. Mice were sacrificed by cervical dislocation and brains were rapidly extracted and submerged in ice-cold phosphate-buffered saline (PBS). Brains were placed on an ice-cold brain matrix (Zivic Instruments) and separated into 0.5–1.0 mm sections using ice cold razor blades. Ventral midbrain tissue was dissected from slices between approximately −2.5 mm to −3.75 mm AP to Bregma. First, the cortex, hippocampi, and any hypothalamus or white matter ventral to the midbrain were removed. A single horizontal cut was made just dorsal to the rostral linear nucleus and all dorsal tissue was discarded. The remaining tissue containing the SN/VTA was flash frozen on liquid nitrogen and stored at −80 °C.

Nuclei preparation and sorting were conducted as described by Krishnaswami et al. (2016) with only minor modifications. Frozen tissue was thawed in nuclear isolation medium 1 (NIM1: 250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris, pH 8.0) supplemented with 1 mM DTT, 0.2 U/μL SUPERaseIN, 1x EDTA-free Protease Inhibitor Cocktail (Roche), and 0.1% Triton X-100. Tissue was homogenized on ice in a glass-glass dounce homogenizer with 30 gentle strokes of loose and tight clearance pestles. All subsequent purification steps were performed on ice or at 4 °C unless otherwise specified. Lysates were spun at 500xg for 5 min, resuspended in NIM1 supplemented as above and also with 1% BSA, and passed through a 40 μm cell strainer cap. Nuclei were centrifuged again at 500xg for 5 min and resuspended in staining buffer (PBS supplemented with 1% BSA, 5 mM MgCl_2_, 0.2 U/μL SUPERaseIN, 1 μg/mL propidium iodide, and 2 μg/mL mouse anti-NeuN AlexaFluor488). After 30 min incubation on ice, nuclei were centrifuged at 500xg for 5 min and resuspended in 0.5 mL of FACS buffer (PBS + 0.04% BSA, 0.2 U/μL SUPERaseIN, and 1 μg/mL propidium iodide) for sorting.

Nuclei sorting was conducted on a BD Influx (BD Biosciences) using a 100 μm nozzle at 11.1 psi. Single nuclei were gated first using FSC-H vs. FSC-A and then on propidium iodide fluorescence. NeuN/AlexaFluor488 fluorescence was used to establish NeuN^−^ and NeuN^+^ gates on the single nuclei population. Nuclei were sorted directly into 96 well plates (for bulk nuclei RNA-seq with 96-well plate, pooled library construction) or into 1.5 mL Eppendorf tubes that had been previously coated with 0.1% BSA in PBS overnight at 37 °C (for snRNA-seq).

### 4.8. Low input RNA sequencing with 96-well plate, pooled library construction

The protocol for plate based, 3′ end unique molecular indicator (UMI)-based RNA sequencing of single cells has been described previously (Snyder et al., 2019) as well as modifications to accommodate ultra-low input samples (Hobson et al., 2022b). See Supplementary File 1 for sequences of all custom primers and oligonucleotides used in this protocol. For neuronal and glial nuclei analysis in Figs. 1 and 2, 100 NeuN^−^ or NeuN^+^ nuclei were sorted directly into the wells of a 96 well plate containing 3 μL of nuclease-free water containing 1 U/μL SUPERaseIN (sort volume ~ 3 μL for total volume of ~ 6 μL). After adding 1.5 μL of 10 μM barcoded RT primer (Integrated DNA Technologies), primer annealing was performed at 72 °C for 3 min. Reverse transcription was performed by adding 7.5 μL RT mix to each well (2.81 μL of 40% polyethylene glycol 8000, 0.15 μL of 100 mM dNTPs, 3 μL of 5X Maxima H RT Buffer, 0.2 μL of 200 U/μL Maxima H Reverse Transcriptase (ThermoFisher), 0.2 μL of 20 U/μL SUPERaseIN, and 0.15 μL of 100 μM Template Switching Oligo (Integrated DNA Technologies), and 1 μL of nuclease free water). Reverse transcription was performed at 42 °C for 90 min, followed by 10 cycles of 50 °C for 2 min, 42 °C for 2 min, 75 °C for 10 min, followed by a 4 °C hold. Excess primers were removed by adding 2 μL of Exonuclease I mix (1.875U ExoI in water) to each well and incubating at 37 °C for 30 min, 85 °C for 15 min, 75 °C for 30 s, 4 °C hold.

All wells were pooled into a single 15-ml falcon tubes and cDNA was purified and concentrated using Dynabeads^™^ MyOne^™^ Silane beads (ThermoFisher) according to the manufacturer’s instructions. The cDNA was split into duplicate reactions containing 25 μL cDNA, 25 μL 2x HIFI HotStart Ready Mix (Kapa Biosystems), and 0.2 M SMART PCR Primer. PCR was run as follows: 37 °C for 30 min, 85 °C for 15 min, 75 °C for 30 s, 4 °C hold. Duplicate reactions were combined and purified using 0.7 volumes AMPure XP beads (Beckman Coulter). The amplified cDNA was visualized on an Agilent 2100 Bioanalyzer and quantified using a Qubit II fluorometer (ThermoFisher).

Sequencing libraries were constructed using Nextera XT (Illumina) with modifications. A custom i5 primer was used (NexteraPCR) with 0.6 ng input cDNA and 10 cycles of amplification was performed. Unique i7 indexes were used for each plate. After amplification, the library was purified with two rounds of AMPure XP beads, visualized on the Agilent 2100 Bioanalyzer and quantified using the Qubit II fluorometer. Libraries were sequenced on an Illumina NextSeq 500 using the 75 cycle High Output kit (read lengths 26(R1) × 8(i) × 58(R2)). Custom sequencing primers were used for Read 1 (SMRT_R1seq and ILMN_R1-seq, see Antibodies and Reagents). With each plate we targeted ~ 400 M reads. Library pools were loaded at 1.8 pM with 20% PhiX (Illumina).

Reads were aligned to the mouse reference genome GRCm38 and transcriptome annotation (Gencode vM10) using the STAR aligner with parameters *–sjdbOverhang 65 –twopassMode Basic* after trimming poly (A)-tails from the 3′-ends. The aligned reads were demultiplexed using the well-identifying barcodes, correcting all single-nucleotide errors. All reads with the same well-identifying barcode, UMI, and gene mapping were collapsed to represent an individual transcript. To correct for sequencing errors in UMIs, we further collapsed UMIs that were within Hamming distance one of another UMI with the same well-identifying barcode and gene. For each 96-well plate, after generating a final list of individual transcripts with unique combinations of well-identifying barcodes, UMIs, and gene mapping, we produced a molecular count matrix for downstream analysis.

### 4.9. Bulk nuclei RNA-Seq differential expression analysis

Analysis of bulk nuclei RNA-Seq UMI count matrices as shown in Figs. 1 and 2 (from *Low input RNA Sequencing with 96-well plate, pooled library construction*) was conducted using a generalized linear model (GLM) in *DESeq2* (Love et al., 2014). For analysis of IFN-γ vs. saline analyses, a single contrast was made for each subset of NeuN− or NeuN + nuclei at each timepoint (*DESeq2* formula: ~Treatment). For interaction analysis at each timepoint (*DESeq2* formula: ~NeuN + Treatment + NeuN:Treatment), the contrast specifies the difference in log2 Fold Change for the effect of Treatment (IFN-γ vs. saline) between the levels of NeuN (i.e., for NeuPos.IFN, the difference in IFN-γ vs. saline between NeuN− and NeuN + samples). Global analysis of NeuN− vs. NeuN + nuclei was conducted across all samples while controlling for the effect of IFN-γ (*DESeq2* formula: ~Treatment + NeuN). Complete *DESeq2* output for all analyses related to Fig. 1 and Fig. 2 is found in Supplementary Table 1.

### 4.10. Single nucleus RNA-sequencing (snRNA-seq)

NeuN nuclear sorting was conducted as described above. Approximately 70% NeuN^+^ and 30% NeuN^−^ single nuclei were sorted per sample. Sorted nuclei were placed on ice and immediately submitted to the Single Cell Analysis Core (Columbia Genome Center) for 10X Genomics Chromium Single Cell 3′ v3 library preparation. The resulting libraries were sequenced on an Illumina NovaSeq 6000 with a targeted depth of > 100,000 2x100 bp paired-end reads per nucleus.

### 4.11. snRNA-seq data Processing, Clustering and doublet filtering

snRNA-seq data were processed as described previously (Yuan et al., 2018) (code available at: https://github.com/simslab/DropSeqPipeline8). Reads were aligned to the mouse reference genome GRCm38 and transcriptome annotation (Gencode vM10) using the STAR aligner with parameters *–sjdbOverhang 65 –twopassMode Basic* after trimming poly(A)-tails from the 3′-ends. All reads that uniquely aligned to a given gene body (including introns) were kept for downstream filtering analysis, because a large fraction of nuclear transcripts are unspliced. The aligned reads were demultiplexed using the cell-identifying barcodes, correcting all single-nucleotide errors. All reads with the same cell-identifying barcode, UMI, and gene mapping were collapsed to represent an individual transcript. To correct for sequencing errors in UMIs, we further collapsed UMIs that were within Hamming distance one of another UMI with the same cell-identifying barcode and gene. For each sample, after generating a final list of individual transcripts with unique combinations of cell-identifying barcodes, UMIs, and gene mapping, we produced a molecular count matrix for downstream analysis.

We first performed unsupervised clustering on the count matrices using the PhenoGraph (Levine et al., 2015) implementation of Louvain community detection after selection of highly variable genes and construction of a k-nearest neighbors graph as described previously (Levitin et al., 2019). We identified 38 clusters (Supp. Fig. 4a), two of which showed statistically significant co-enrichment of dopamine neuron markers such as *Th* and *Slc6a3* based on the binomial test for expression specificity (Shekhar et al., 2016). We identified six major cell types with sufficient coverage for downstream analysis as shown in the UMAP (Becht et al., 2019) embedding in Fig. 3a. The assignment of PhenoGraph clusters into major cell type groupings was based on key marker genes significantly enriched in each cluster, as shown in Supp. Fig. 4b: Oligodendrocytes (*Mal, Mag, Mog*), Astrocytes (*Gja1, Fgfr3, Atp1a2*), Microglia (*C1qb, Siglech, Csf1r*), VGLUT2 neurons (*Slc17a6, Cacna2d1, Ntng1*), GABA neurons (*Slc32a1, Gad1, Gad2*), and DA neurons (*Th, Slc6a3, En1, Slc10a4*). Rare populations with insufficient cell numbers (e.g., mural cells, T cells) or ambiguous neuronal clusters possibly containing multiplets (e.g., Gad1^+^/Gad2^+^/Slc17a7^+^/Th^+^) were excluded from downstream analysis.

While examining the neuronal profiles, we identified small subpopulations of nuclei with co-enrichment of neuronal and oligodendrocyte markers such as *Mbp, Plp1, Mog,* and *Mag.* To filter out oligodendrocyte doublets, we fit Gaussian mixture models to the sum of expression for oligodendrocyte marker genes within each major neuronal class (see Supp. Fig. 4c). The top 99 oligodendrocyte marker genes were used, as determined by the binomial test (log2 specificity > 3, FDR < 10e-50). For all non-oligodendrocyte clusters, we then removed nuclei with expression > 8 standard deviations above the mean of the first Gaussian component corresponding to single neurons (Supp. Fig. 4d). This process was repeated twice more using the top 99 astrocyte and top 99 microglial marker genes to filter out potential doublets.

### 4.12. snRNA-Seq differential expression analysis

For differential expression analysis shown in Fig. 3, we identified genes upregulated or downregulated by IFN-γ within each cell type after filtering by conducting differential expression analysis as described in (Zhao et al., 2021). Briefly, to perform differential expression analysis between two groups of cells, we randomly sub-sampled the data so that both groups are represented by the same number of cells. Next, we randomly sub-sampled the detected transcripts so that both groups have the same average number of transcripts per cell. Finally, we normalized the two sub-sampled count matrices using *scran* (Lun et al., 2016) and analyzed differential expression for each gene using the SciPy implementation of the Mann-Whitney *U* test. We corrected the resulting p-values for false discovery using the Benjamini-Hochberg procedure as implemented in the *statsmodels* package in Python. We compared each IFN-γ sample to the saline control and retained only genes with > 8-fold differential expression ∣log_2_FC > 3∣ and FDR < 0.01 in both IFN-γ samples. Complete differential expression output for all analyses related to Fig. 3 is reported in Supplementary Table 2.

### 4.13. Gene ontology (GO) analysis

A single list of unique genes was used (i.e., differentially expressed genes from *DESeq2* analysis) to conduct GO Analysis using web-based Enrichr (Xie et al., 2021) with 2018 GO Terms for Cellular Component, Biological Process, and Molecular Function (Ashburner et al., 2000; Gene Ontology Consortium, 2021).

### 4.14. Visualization and statistical analysis

Graphics were created in Adobe Illustrator 24.3 (Adobe, Inc.). Unless otherwise noted, all statistical analysis and data visualization was conducted in Python using *SciPy, Matplotlib,* and *Seaborn* packages. Statistical comparisons were conducted using the Mann-Whitney *U* test with number of replicates and other statistical testing information indicated in the figure captions. For visualization of RNA-seq abundance data, mRNA UMI counts were scaled up by 10^6^ and normalized to total counts (CPM), and log2 transformed after adding 1. Normalized mRNA abundance is referred to as ‘log2(CPM + 1)’ as specified in figure captions. For clustered heatmaps, Z-scores of log2(CPM + 1) were first calculated using the *zscore* function within the *SciPy Stats* module, after which the row and column clustering was calculated using the *linkage* function (metric = ‘Euclidean’, method = ‘average’) within *fastcluster 1.2.3* (Müllner, 2013) and passed to *Seaborn clustermap.*

## Supplementary Material

Supp.Fig3

Supp.Fig2

Supp.Fig1

Supp.Fig5

Supp.Fig7

Supp.Fig4

Supp.Fig8

Supp.Fig9

Supp.File1

Supp.Fig6

Supp.File2

Supp.File4

Supp.File3

Supp.File5

Supplementary Figure Legends

Supp.Table 1

Supp.Table 2

## Figures and Tables

**Fig. 1.**
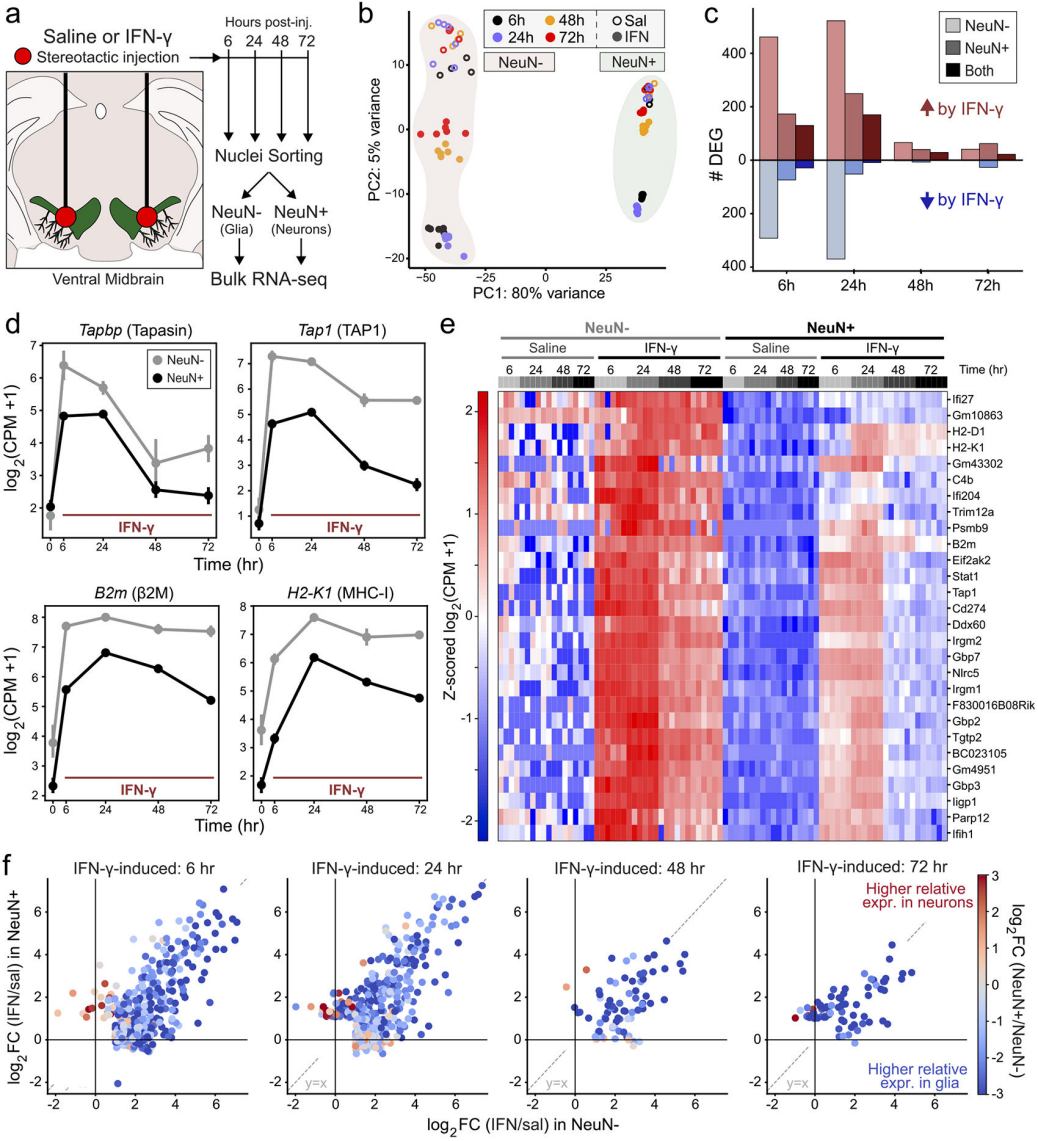
Core transcriptional responses to IFN-γ are conserved in neurons but are lower in magnitude compared to glia (a) Experimental schematic for NeuN−/NeuN + RNA-seq after injection of saline or IFN-γ in the midbrain of WT C57BL/6J mice. (b) Principal component analysis (PCA) of RNA-seq UMI counts normalized with DESeq2 variance stabilizing transformation. Each point represents a bulk RNA-seq replicate of ~ 1000 sorted nuclei (n = 4–6 replicates each of NeuN− or NeuN + nuclei from 2 to 3 mice for each treatment/timepoint). (c) Number of differentially expressed genes (DEG) for IFN-γ vs. Sal comparisons in NeuN− or NeuN + samples, or both (overlap), at each timepoint (DESeq2, ∣log2FC∣ > 1 and pAdj < 0.01). (d) Mean ± SEM for mRNA abundance in NeuN−/NeuN + samples, normalized as log2 (CPM + 1). Samples as in (b), (n = 4–6 replicates each of NeuN−/+ nuclei from 2 to 3 mice for each treatment/timepoint). Saline samples from all timepoints are together at t = 0. (e) Heatmap of z-scored, normalized mRNA abundance (log2[CPM + 1]) for 28 mRNAs upregulated at ≥ 3 timepoints in both NeuN− and NeuN + samples (see Supp. Fig. 1d). Samples as in (b); each column is a replicate. (f) Scatter plots comparing the effect of IFN-γ (log2 fold change) in NeuN + vs. NeuN− nuclei for all IFN-γ-induced genes at each timepoint (DESeq2, log2FC > 1 and pAdj < 0.01). Points are colored by the DESeq2 log2FC comparing IFN-γ-treated NeuN + vs. NeuN− samples: values −1 to −3 correspond correspond to 2- and 8-fold higher relative expression in NeuN− nuclei, respectively.

**Fig. 2.**
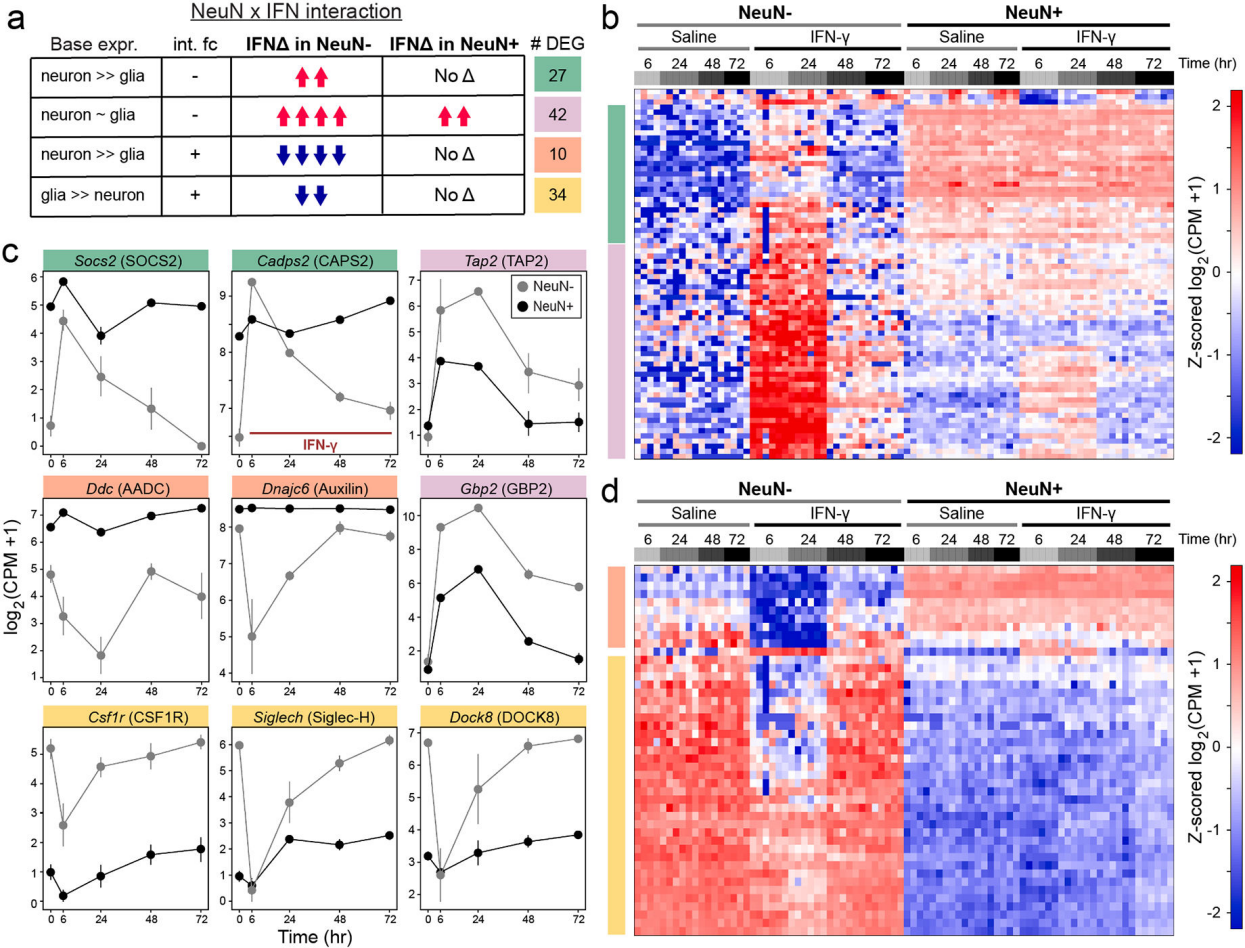
Divergent transcriptional responses to IFN-γ in glia (a) Summary of DEGs from interaction analysis (*DESeq2*: ~NeuN + IFN + NeuN:IFN), broken down by baseline expression and effect of IFN-γ in NeuN + and NeuN− samples. (b) Heatmap of z-scored mRNA abundances for genes upregulated in NeuN− samples and significant in NeuN × IFN interaction analysis in (a), normalized as log2(CPM + 1). Each column represents a bulk RNA-seq replicate of ~ 1000 sorted nuclei (n = 4–6 replicates from 2 to 3 mice for each treatment/timepoint). (c) Mean ± SEM for mRNA abundance in NeuN−/NeuN + samples, normalized as log2(CPM + 1). Samples as in (b), (n = 4–6 replicates each of NeuN−/+ nuclei from 2 to 3 mice for each treatment/timepoint). All saline samples are together at t = 0. (d) Heatmap of z-scored mRNA abundances for genes downregulated in NeuN− samples and significant in NeuN × IFN interaction analysis in (a), normalized as log2(CPM + 1). Each column represents a bulk RNA-seq replicate of ~ 1000 sorted nuclei (n = 4–6 replicates from 2 to 3 mice for each treatment/timepoint).

**Fig. 3.**
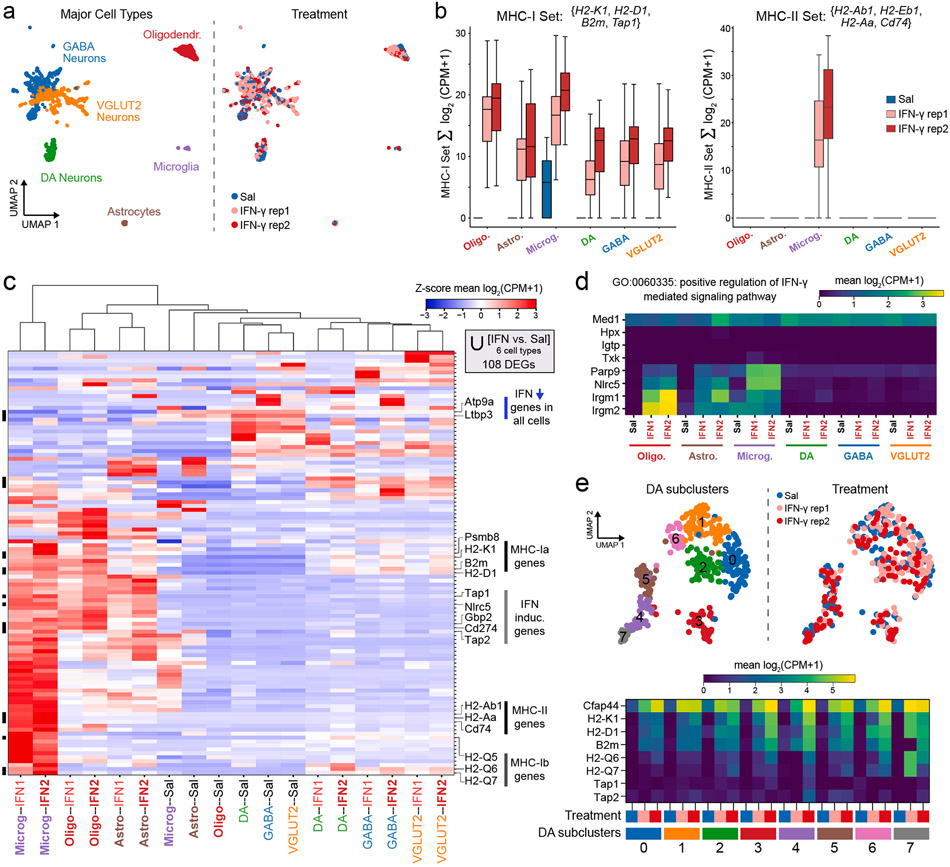
Single nucleus RNA-seq analysis of responses to IFN-γ. (a) UMAP embedding of snRNA-seq profiles from the ventral midbrain used for downstream analysis (4,699 nuclei after collapse to major cell types and filtering, see Methods). *Left*: major cell types for downstream analysis, see Supp. Fig. 4b for clustering with marker genes. *Right*: mouse sample origin (n = 1 for saline, n = 2 for IFN-γ). (b) Box and whiskers plots depicting the sum of mRNA abundance (log2[CPM + 1]) in each major cell group for the indicated sets of MHC-I or MHC-II genes. (c) Clustered heatmap of z-scored mRNA abundance (log2[CPM + 1]) for the union of highly differentially expressed genes across all major cell groups (modified Mann-Whitney *U* test comparing IFN vs. Sal, ∣log2FC∣ > 4 and q < 0.05). (d) Heatmap of average mRNA abundance (log2[CPM + 1]) for genes in MGI GO:0060335: ‘positive regulation of interferon-gamma-mediated signaling pathway’. (e) *Upper*: UMAP embedding of dopamine neuronal snRNA-seq profiles with subcluster IDs and mouse sample origin. *Lower*: Heatmap of average mRNA abundance (log2[CPM + 1]) for select IFN response genes within dopamine neuronal subclusters from each mouse sample.

**Fig. 4.**
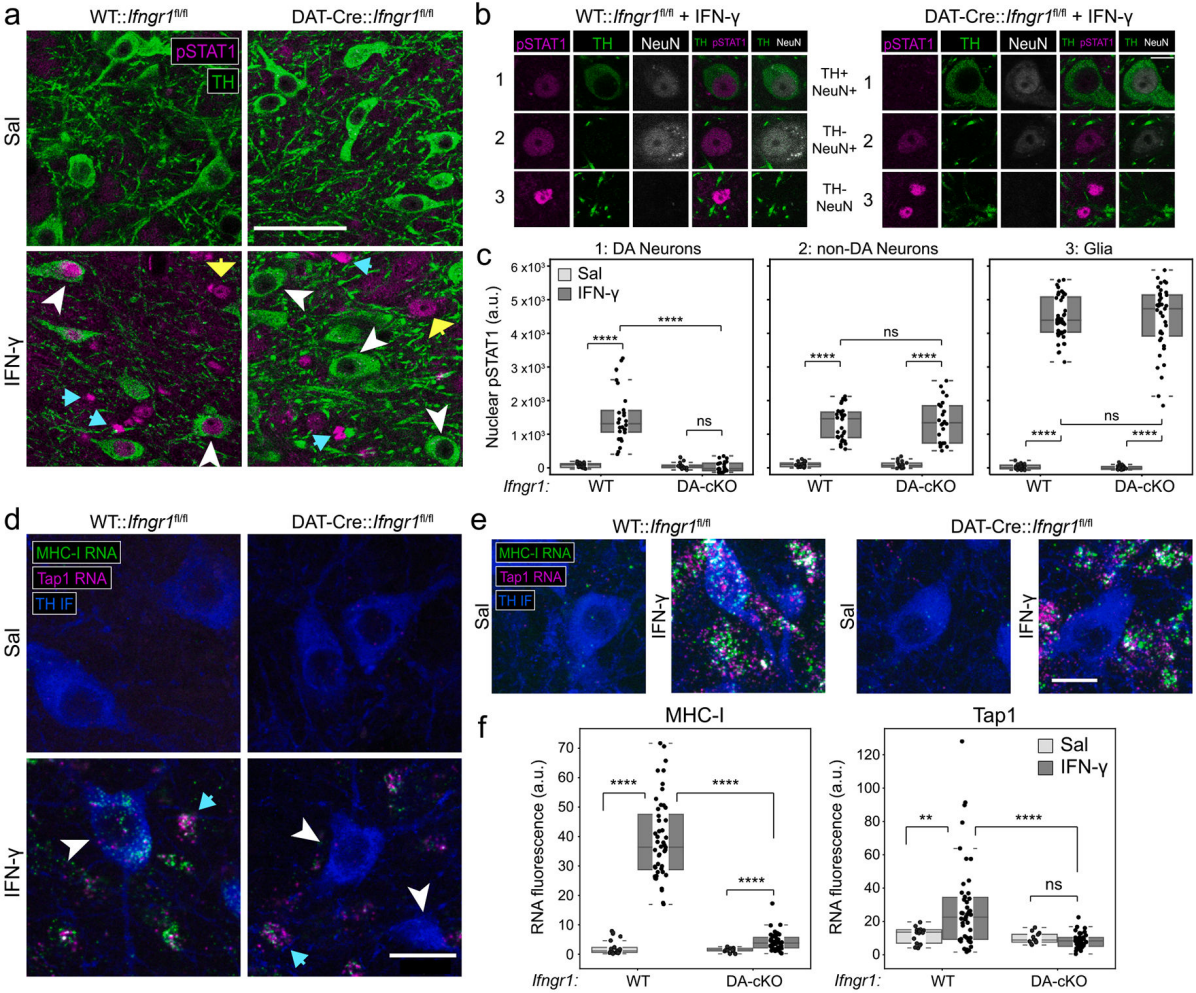
*Ifngr1* is required for pSTAT1 induction and MHC-I upregulation in mDA neurons after *in vivo* exposure to IFN-γ (a) TH and pSTAT1-Y701 immunofluorescence in the SNc of WT:Ifngr1^fl/fl^ or DAT-Cre:Ifngr1^fl/fl^ mice after saline or IFN-γ. White arrowheads indicate TH^+^ mDA neurons, blue arrows indicate NeuN^−^ nuclei, and yellow arrows indicate TH^−^ neurons. Scale bar: 50 μm. (b) pSTAT1-Y701 in TH^+^/NeuN^+^ mDA neurons, TH^−^/NeuN^+^ non-DA neurons, and TH^−^/NeuN^−^ glial nuclei in the SNc of WT:Ifngr1^fl/fl^ or DAT-Cre:Ifngr1^fl/fl^ mice after exposure to IFN-γ. Scale bar: 10 μm. (c) Average nuclear pSTAT1 intensity (arbitrary units, median background subtracted) in each of the indicated cell types, genotypes, and treatment groups, related to (a-b). 10–20 neurons were quantified per region per mouse; n = 2 saline, n = 3 IFN-γ. **** p < 0.001, Mann-Whitney *U* test. (d-e) MHC-I and Tap1 RNA FISH in the SNc of WT:Ifngr1^fl/fl^ or DAT-Cre:Ifngr1^fl/fl^ mice after saline or IFN-γ. White arrowheads indicate TH^+^ mDA neurons, blue arrows indicate other cells with intact Ifngr1. Scale bars (d): 20 μm, (e): 15 μm. (f) Average MHC-I or Tap1 RNA intensity (arbitrary units, median background subtracted) in TH^+^ mDA neurons of the indicated genotype and treatment groups, related to (d-e). 10–20 neurons were quantified per region per mouse. WT; n = 3 Sal, n = 4 IFN-γ. DAT-Cre:Ifngr1^fl/fl^ (DA-cKO); n = 3 Sal, n = 4 IFN-γ. **** p < 0.001, ** p < 0.01, Mann-Whitney *U* test.

# Supplementary material for: Conserved and cell type-specific transcriptional responses to IFN-γ in the ventral midbrain
**Source:** Brain Behav Immun. Author manuscript; Available in PMC 2023 Aug 27.

**a**WT:lfngR1<sup>fl/fl</sup>  
Ms #1DAT-Cre:lfngR1<sup>fl/fl</sup>  
Ms #1WT:lfngR1<sup>fl/fl</sup>  
Ms #2DAT-Cre:lfngR1<sup>fl/fl</sup>  
Ms #2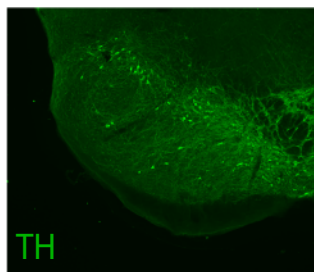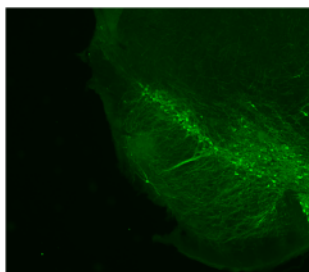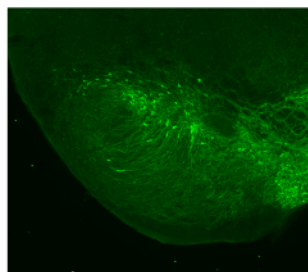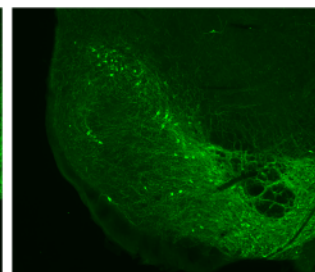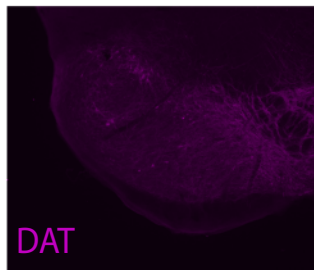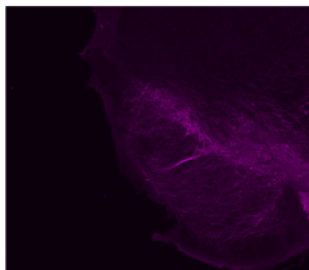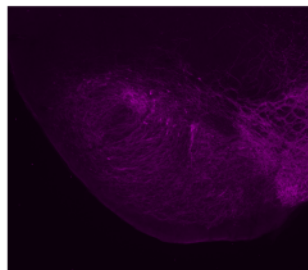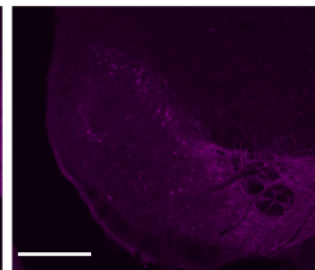**b**WT:lfngR1<sup>fl/fl</sup>  
Ms #1DAT-Cre:lfngR1<sup>fl/fl</sup>  
Ms #1WT:lfngR1<sup>fl/fl</sup>  
Ms #2DAT-Cre:lfngR1<sup>fl/fl</sup>  
Ms #2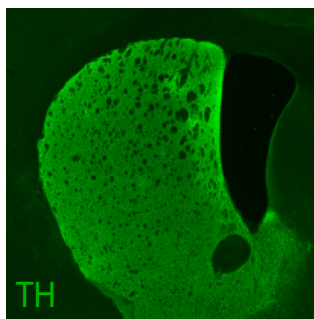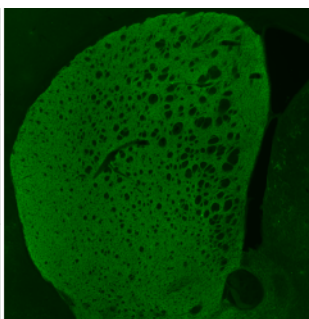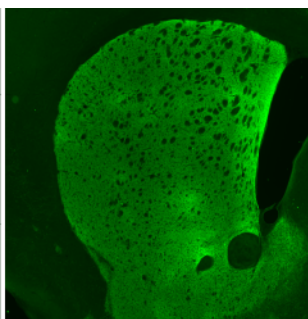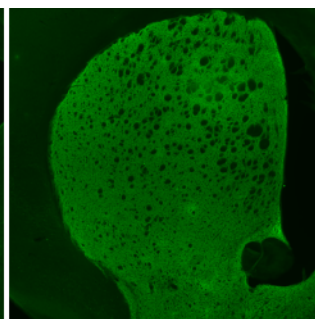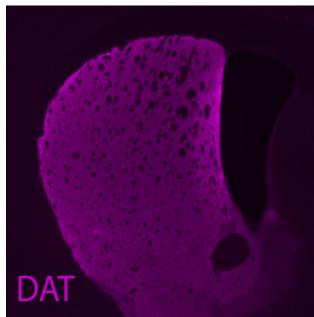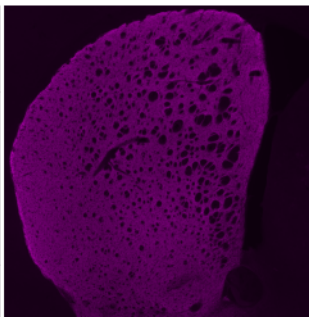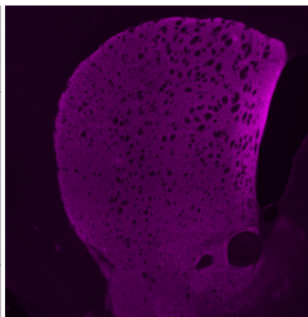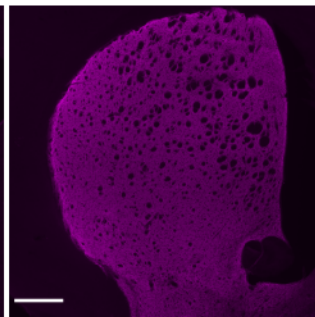

**Supplement:** Supp.Fig9

# Supplementary material for: Conserved and cell type-specific transcriptional responses to IFN-γ in the ventral midbrain
**Source:** Brain Behav Immun. Author manuscript; Available in PMC 2023 Aug 27.
**Supplement:** Supplementary Figure Legends

**Supplementary Figure Legends**

**Supplementary Figure 1: Purity of nuclear sorting and sustained upregulation of canonical IFN-γ genes in both neurons and glia**

(**a**) Fluorescence-activated nuclear sorting (FANS) RNA-seq schematic. Nuclei are gated on propidium iodide and anti-NeuN fluorescence to sort NeuN- and NeuN+ populations. Bulk RNA-seq is conducted in 96 well-plates on ~1000 sorted nuclei per well.

(**b**) Volcano plot for NeuN+ vs. NeuN- sorted nuclei (n = 36 NeuN-, n = 48 NeuN+). Enriched gene numbers are based on |Log2FC| > 0.5 and pAdj < 0.01 (*DESeq2* Wald test). Red and blue points are shown in the heatmap in (c).

(**c**) Heatmap of z-scored mRNA abundances, normalized as log2(CPM + 1). Each column represents a bulk RNA-seq replicate of ~1000 sorted nuclei (n = 4-6 replicates from 2-3 mice for each treatment/timepoint). Neuronal and glial genes are red/blue in (b).

(**d**) *Left*: For all genes upregulated in *both* NeuN- and NeuN+ samples at any timepoint, the number (*left*) and fraction (*right*) upregulated at 1-4 timepoints is shown (e.g., 82 mRNAs are upregulated only at one timepoint, while 15 mRNAs are upregulated at all four timepoints). *Right*: GO analysis for the 28 mRNAs upregulated at > 3 timepoints in both NeuN- and NeuN+ samples from left.

**Supplementary Figure 2: Chemokine expression induced by IFN-γ**

(**a**) Heatmap of z-scored mRNA abundances, normalized as log2(CPM + 1). Each column represents a bulk RNA-seq replicate of ~1000 sorted nuclei (n = 4-6 replicates from 2-3 mice for each treatment/timepoint).

(**b**) Table summary of encoded chemokines from (a), their receptors, and cellular targets.

(**c**) Mean ± SEM for mRNA abundance in NeuN-/NeuN+ samples, normalized as log2(CPM + 1). Samples as in (a), (n = 4-6 replicates each of NeuN-/+ nuclei from 2-3 mice for each treatment/timepoint). Saline samples from all timepoints are together at t=0.

**Supplementary Figure 3: Acute differential regulation of microglial lineage markers by IFN-γ**

Heatmap of mRNA abundances for the top 50 microglial marker genes (genes identified via snRNA-seq data, see **Figure 3**). Each column represents the z-score of the average log2(CPM + 1) for the indicated treatment group (n = 4-6 replicates of ~1000 sorted nuclei from 2-3 mice for each treatment/timepoint).

**Supplementary Figure 4: Assignment of PhenoGraph clusters to six major cell types and filtering of oligodendrocyte doublets**

(**a**) UMAP embedding of single nucleus RNA-seq profiles (5,464) from the ventral midbrain. *Upper*: Complete set of PhenoGraph clusters before collapse to six major cell types. *Lower*: Mouse sample origin (n = 1 for saline, n = 2 for IFN-γ).

(**b**) Clustered heatmap of the average expression (log2[CPM + 1]) of the indicated genes within each PhenoGraph cluster. PhenoGraph clusters were assigned to the six major cell types indicated on the right based on hierarchical clustering (top).

(**c**) Gaussian mixture models for unfiltered DA, GABA, or VGLUT2 neurons. The black trace indicates the fitted GMM; the red trace indicates component 1 (single neurons); the green trace indicates component 2 (multiplets), scaled up by a factor of 20 for visualization. The mean of the first component plus eight standard deviations is shown in blue.

(**d**) Filtering of oligodendrocyte doublets from other major cell types. The blue trace indicates the average neuronal component 1 mean plus eight standard deviations, indicated in the GMM’s above. Filtered doublets are indicated in red. The same procedure was repeated to remove astrocyte- and microglia-containing doublets (not shown).

**Supplementary Figure 5: Nuclei distribution per mouse, cell type-independent downregulation of Atp9a and Ltbp3 by IFN-γ, and microglia-specific MHC-II expression**

(**a**) Number of nuclei from each mouse sample within the major cell type groups.

(**b**) RNA expression (log2 [CPM + 1]) of *Atp9a* and *Ltbp3* in each major cell type. Both are significantly downregulated by IFN-γ in all cell types; *** q < 0.05, modified Mann-Whitney (see **Methods**).

(**c**) RNA expression (log2 [CPM + 1]) of MHC-II genes *H2-Ab1*, *H2-Aa*, and *Cd74* in each major cell type; upregulation by IFN-γ occurs only in microglia; *** q < 0.05, Mann-Whitney (see **Methods**).

**Supplementary Figure 6: IFN-γ induces microglial proliferation**

(**a**) Representative images of Iba1^+^ microglia in the substantia nigra, which express the proliferation marker Ki67 following exposure to IFN-γ. Scale bar: 20 µm.

(**b**) Quantification of Ki67^+^/Iba1^+^ cells as a percentage of all Iba1+ cells in the substantia nigra, related to (a). **** p < .001, Mann-Whitney U test, 2-3 fields from n = 3 mice for each treatment

**Supplementary Figure 7: Sub-clustering of dopamine neurons**

(**a**) Heatmap of normalized expression, log_2_(counts per 10,000 + 1), for the top markers of each subcluster.

(**b**) UMAP embedding of dopamine neuronal subclusters with overlay of cluster ID, *Slc6a3*/DAT expression, or normalized expression, log_2_(CPM+1), for selected marker genes.

**Supplementary Figure 8: *Ifngr1* mRNA expression in mDA neurons**

(**a**) Ifngr1 RNA FISH in the substantia nigra pars compacta (SNc) or ventral tegmental area (VTA). White arrowheads indicate TH^+^ mDA neurons in the inset (*lower*). Scale bars, upper: 25 µm, lower: 10 µm.

(**b**) Quantification of *Ifngr1* mRNA puncta in mDA neurons, related to (a). 10-15 neurons were quantified per region per mouse, from n=3 mice.

**Supplementary Figure 9: No gross abnormalities in DA neuronal development and striatal innervation in DAT^IRES-^Cre:Ifngr1^fl/fl^ mice**

(**a-b**) TH and DAT immunofluorescence in the substantia nigra (a) or striatum (b) of WT:Ifngr1^fl/fl^ or DAT-Cre:Ifngr1^fl/fl^ mice. Scale bars: 500 µm.

How the deposited data were processed for this re-analysis (not part of the article)

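The authors deposited 1 table of counts for the sorted bulk nuclei and 1 for the single nuclei. For the bulk nuclei the authors trimmed reads of poly(A), aligned them to GRCm38 with Gencode vM10 by STAR in 2 passes, assigned them to wells by barcode with single-base errors corrected, and collapsed reads of 1 well, UMI and gene to 1 count, with UMIs within a Hamming distance of 1 merged. For the nuclei the authors used 10x Chromium 3′ v3 chemistry, counted UMIs on gene bodies with introns included, and removed low-quality nuclei and doublets before the counts were deposited. Neither table of counts had been normalized.

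The labels of the deposit give NeuN+ nuclei for all 84 wells, and the fraction came from Supplementary File 2 of the paper by well barcode. Which wells share a mouse was not available, so wells were the unit of all bulk tests. Wells held 20962 to 301445 UMIs in NeuN− and 277113 to 1684374 in NeuN+ nuclei, so 1 count is a larger share of a NeuN− well. The nuclei came from 1 saline and 2 IFN-γ mice at 48 h, with medians of 14645.5, 9404.5 and 11767 UMIs per nucleus. Raw reads were not analysed here.

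Bulk comparisons used R 4.3.3 with edgeR 4.0.16 (limma 3.58.1): filterByExpr, TMM factors (0.957 to 1.287 in NeuN− and 0.844 to 1.071 in NeuN+ wells), quasi-likelihood F test and adjustment by Benjamini and Hochberg. A call needed a log2 fold change beyond 1 and an adjusted p below 0.01. The interaction of NeuN and IFN-γ was fitted per time point in the same way. Genes with an interaction call at any time point were grouped by their call in NeuN− wells at the same time point and by a limit of 1 on the log2 ratio (mean CPM + 1) of saline levels. Alternatives were RLE factors, DESeq2 1.42.0 with default settings, no filter, saline wells of all time points, 1 fit of all 84 wells, and each well left out in turn. Fits with DESeq2 on saline wells of all time points and both fractions, and NeuN+ counts thinned to 110247.5 UMIs, were added after the data were seen. Levels over time are log2(CPM + 1) on total counts, compared by exact two-sided permutation with adjustment over 118 tests (6 against 24 h) and 236 tests (NeuN− against NeuN+). IFN-γ wells of 6 and 24 h differ in sex-linked genes, so a difference between these times is confounded with the mice.

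Nuclei were analysed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, with figures by matplotlib 3.10.9. Clustering used 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1 (0.5 and 2 as alternatives). A cluster was named after the marker list with the highest mean z score, with a lead of 0.75 over the next list (set after the data were seen) and at least 3 markers found in 5% of its nuclei. It was left without a name when its median UMIs were under 1/3 of those of the mice and no marker was among its 10 leading genes, or when another list had more markers there. UMIs were summed per mouse and group and tested in edgeR, with genes of at least 10 UMIs. A call needed a log2 fold change beyond 3 at an adjusted p below 0.01, with the log2 ratio of each IFN-γ mouse beyond 3 the same way (prior count 0.5). Intervals on summed UMIs are exact Poisson intervals at 95%, and those on shares of nuclei exact binomial intervals. A floor of 3 counts was used where a sum was 0. Intervals and floors cover counting error alone.

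The microglial list holds the 50 genes with the largest ratio of cluster 12 to the next group in saline nuclei (pseudocount 10 CPM, detected in 25% of nuclei). Lists of the same kind were made for the other groups. In NeuN− wells the list of cluster 12 had a median log2 ratio of −0.28 at 6 h, the oligodendrocyte list −0.63 at 6 h and −1.19 at 24 h, and the astrocyte list 0.85 at 24 h. In NeuN+ wells the dopamine list had a median of 0.67 at 72 h, the GABA list −0.58 at 24 h and the VGLUT2 list −0.20 at 72 h.

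Genes named in the text were set by a rule written before the data were examined. The rule takes every gene that the results text names beside a measurement. Per bulk comparison it takes the 3 called genes with the largest change in each direction whose IFN-γ wells all lie on 1 side of all saline wells, and per group of nuclei the 5 called genes with the largest change in each direction. A set of check genes for sex, division and IFN-γ signalling is added. Values of some genes under this rule, and the names of some markers, are not reported here.

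Simulated counts with 200 changed genes tested the procedures. All changes were set well beyond the fold limit, in genes above a minimum count, with a dispersion shared by all genes and no effect of the mouse. Recovery near the limit or of genes with fewer counts was therefore not tested. The share of changed genes recovered among those tested was 100% for edgeR in NeuN− and NeuN+ wells at 6 h, 99.3% and 100% at 48 h, 77.9% for the interaction at 6 h and 100% for NeuN+ against NeuN− wells. In the sums of nuclei edgeR recovered 92.4% in oligodendrocytes, 85% in astrocytes, 89.8% in cluster 12, 95.8% in VGLUT2, 98.5% in GABA and 95.5% in dopamine neurons. DESeq2 recovered 62.3% to 93.5%, in bulk wells as a share of all 200 changed genes, which it tested without the filter. Counted in genes, DESeq2 recovered more than edgeR in bulk wells. At 6 h these were 162 against 132 in NeuN− and 187 against 175 in NeuN+ wells. At 48 h they were 153 against 139 and 174 against 166, and for the interaction 127 against 120. In the sums of nuclei both tested the same genes, and edgeR recovered more. Gene positions are those of the GRCm38 annotation at hand, matched by gene identifier.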

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

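The tests of oligodendrocyte markers, of dopamine neuron markers and of the 50-gene lists at 24 h were chosen only after results were seen. Wells and not mice are the units, and wells of 1 mouse are not independent.

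In 48 groups of wells and measures, 4 held a well far from the others, where chance alone gives about 1 in 20 groups, or 2.4. A NeuN− saline well at 24 h held 145831 UMIs, with the others at 67434 to 90692. A NeuN− IFN-γ well at 6 h had a Tap1 level of 8.17 (others 6.93 to 7.37), and it was the shallowest well, with 20962 UMIs and 6 Tap1 counts. A NeuN− IFN-γ well at 48 h had a Tapbp level of 0 (others 3.41 to 4.89), from 0 counts in 88826 UMIs. A NeuN+ IFN-γ well at 6 h had a B2m level of 6.01 (others 5.44 to 5.53) from 95 counts in 1501570 UMIs. No biological explanation of single wells was tested, and all wells were kept.

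The response to IFN-γ differed between NeuN+ and NeuN− nuclei by a tested interaction for 151 genes at 6 h, 322 at 24 h, 8 at 48 h and 26 at 72 h. Each count was set against fits with the treatment labels exchanged between wells. Of 100 groupings, the true one included, 2 gave as many interaction calls at 6 h, 2 at 24 h, 2 at 48 h and 1 at 72 h. The other grouping with as many gave 318, 387 and 11 calls at 6, 24 and 48 h, more than the true one at 6, 24 and 48 h. The same test on IFN-γ against saline gave 1 of 100 in NeuN− nuclei at 6, 24, 48 and 72 h and 1 in NeuN+ nuclei at 6, 24 and 72 h. At 48 h it gave 2, the other grouping with 57 calls. Exchanged NeuN labels gave 1 of 40. For the counts of IFN-γ against saline and of NeuN, chance can be excluded at the level of 0.05 if wells are independent. Wells of 1 mouse are not. For the interaction counts the exchange cannot decide this, since it also removes the effect of IFN-γ that both fractions share. At 48 h, leaving out 1 well gave 4 to 9 interaction calls. A part of the interaction calls from the greater depth of NeuN+ wells was not tested.

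Sex-linked genes differed between IFN-γ and saline wells, in genes outside those the paper discusses. Eif2s3y changed by −6.28 in NeuN+ and −5.83 in NeuN− nuclei at 6 h, Kdm5d by −4.64 and Uty by −4.15 in NeuN+ nuclei at 6 h, Xist by −3.63 in NeuN+ and −3.63 in NeuN− nuclei at 24 h, and Ddx3y by 1.69 in NeuN+ nuclei at 24 h (log2 fold change, edgeR). The Ddx3y call was lost without either of 2 IFN-γ wells or 1 saline well. Over 5 sex-linked genes and 8 comparisons 7 calls were made, which fits unequal numbers of male and female mice in the groups at 6 and 24 h. In NeuN+ wells Eif2s3y was at 0 to 2.00 CPM after IFN-γ at 6 h and at 303 to 372 CPM at 24 h, and at 72 h both arms overlapped (288 to 406 CPM after IFN-γ and 355 to 432 CPM after saline), which argues against an effect of IFN-γ as the only explanation. IFN-γ wells of 6 and 24 h differed in Xist by 4.42 in NeuN+ and 4.56 in NeuN− nuclei and in Eif2s3y by −7.65 and −7.94 (6 h less 24 h, log2 scale), so every comparison of these 2 times is confounded with the mice and their sex.

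Summed oligodendrocyte markers fell in NeuN− wells by a log2 ratio of −0.76 at 6 h (7643 ± 494 to 4507 ± 383 CPM, p = 0.00952, exact two-sided permutation) and −1.57 at 24 h (7770 ± 562 to 2617 ± 267 CPM, p = 0.00216, exact). At 48 h the ratio was −0.17 (p = 0.00952, exact) and at 72 h −0.05. If fewer oligodendrocyte nuclei had been sorted, marker sums of the other glia would rise alike. Microglial markers instead moved by −1.66 at 6 h and −0.67 at 24 h, and astrocyte markers by 0.29 and 1.23. The 50-gene lists of the same wells had medians of −0.28 for cluster 12 and −0.36 for astrocytes at 6 h (sums 2317 ± 235 to 1679 ± 113 and 3416 ± 420 to 2890 ± 500 CPM). The sums of GABA (720 ± 158 to 944 ± 253) and dopamine neurons (858 ± 110 to 1134 ± 87.6) rose and that of VGLUT2 neurons (1698 ± 291 to 1575 ± 390) did not. Median log2 ratios of these 3 lists were 0.72, −0.31 and −0.03, so the dopamine list rose in its sum and not in its median. A lower share would raise all of them alike, and the fall of cluster 12 argues against it as the only explanation at 6 h. At 24 h the list sums rose for astrocytes (3763 ± 1297 to 8296 ± 557 CPM), VGLUT2 (1592 ± 326 to 2384 ± 174), dopamine (681 ± 162 to 942 ± 134.5) and GABA neurons (637 ± 101 to 821 ± 59.8) and cluster 12 (2138 ± 342 to 2473 ± 444), which goes with a lower share of oligodendrocyte nuclei, while the fall of the microglial markers and the unlike rises go against it. A lower share and a fall of oligodendrocyte transcripts cannot be told apart at 24 h, since these values point both ways. An effect of IFN-γ on oligodendrocyte transcripts stays open, as do a change of astrocytes and a response of the microglial markers themselves, and none of these was tested.

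Summed astrocyte markers rose in NeuN− wells at 24 h by 1.23 (837 ± 253 to 1966 ± 243 CPM, p = 0.00216, exact two-sided permutation). A lower share of oligodendrocyte nuclei could raise them, and the list sums of cluster 12 and the 3 neuron classes rose there as well, by less. Microglial markers moved by −0.67 in the same wells, against it. A lower share of oligodendrocyte nuclei as a part of the rise stays open. More astrocyte nuclei in the gate and higher astrocyte transcription after IFN-γ stay open, and neither was tested.

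Summed dopamine neuron markers rose in NeuN+ wells at 72 h by 1.31 (51.7 ± 7.1 to 130 ± 16.5 CPM, p = 0.00952, exact two-sided permutation). Of the 50 genes most specific to dopamine neurons 49 had a positive log2 ratio, which fits more dopamine nuclei among the sorted nuclei of the IFN-γ wells. The saline wells at 72 h were also lower than those at 6, 24 and 48 h (102, 79.4 and 98.8 CPM), so low controls contribute to the ratio. A rise of all these transcripts after IFN-γ could give the same pattern, and the 49 of 50 leaves both open.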

How the results depend on the processing

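The alternatives listed here were set before the data were examined, except the DESeq2 fit with saline wells of all time points and both fractions, the thinned NeuN+ counts and the microglial list without a filter, and these tests were chosen after results were seen. No paired analysis was made, since no label gives the mouse of a well. Single named genes were compared only where the main fit called them and the other setting gave a value. Calls lost because a gene was not tested are therefore not counted. Of these values, 668 kept their direction and side of the threshold and 19 were weaker (8 in the added DESeq2 fit, 7 with saline wells of all time points, 3 with DESeq2 and 1 in the fit of all wells). Of counts and summary values, 136 stayed within limits, 138 moved, 1 was reversed and 1 became stronger. Of MHC levels 103 stayed and 27 moved. Where no cause is given, the cause was not tested. RLE factors moved no count by more than 1.5 times.

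Without the filter on low counts, which tests more genes, calls rose to 314 higher in NeuN− nuclei at 6 h, 432 at 24 h, 45 higher and 11 lower at 48 h and 38 higher at 72 h. In NeuN+ nuclei there were 247 higher and 50 lower at 24 h, 36 and 4 at 48 h and 62 lower at 72 h. Both fractions shared 96, 141, 13 and 13 higher genes, 13 of them at 3 or more time points. Interaction calls were 21 at 48 h and 40 at 72 h, the green, purple and orange modules held 82, 146 and 9 genes, and 5762 and 3330 genes were higher in NeuN+ and NeuN−. Correlations across genes were 0.557, 0.614, 0.459 and 0.389 at 6, 24, 48 and 72 h.

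One fit of all wells gave 333 higher in NeuN− nuclei at 6 h, 415 higher and 285 lower at 24 h, 47 and 8 at 48 h and 35 higher at 72 h. NeuN+ nuclei had 28 higher and 1 lower at 48 h and 22 lower at 72 h. Both fractions shared 95, 134, 16 and 15, with 17 genes at 3 or more time points. Correlations across genes were 0.617, 0.695, 0.506 and 0.577 at 6, 24, 48 and 72 h.

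DESeq2 gave 275 higher and 242 lower in NeuN− nuclei at 24 h and 7 lower at 72 h. Both fractions shared 108 at 24 h. It gave 15 interaction calls at 48 h, 14 orange and 128 yellow genes, 4334 and 5106 genes higher in NeuN+ and NeuN−, and 6 microglial list genes lower. In nuclei it called 25 genes in oligodendrocytes, 2 in astrocytes, 3 in cluster 12, 4 in VGLUT2 and 5 in dopamine neurons, 28 in all. Correlations across genes were 0.675, 0.684 and 0.608 at 6, 24 and 48 h, and the median log2 ratio at 6 h −1.92.

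The added DESeq2 fit (saline wells of all time points, both fractions) gave 486 higher and 299 lower in NeuN− nuclei at 6 h, 540 and 374 at 24 h, 69 higher at 48 h and 46 higher and 3 lower at 72 h. In NeuN+ nuclei it gave 180 and 79, 256 and 54, 51 and 8, and 69 higher at 72 h. Both fractions shared 138, 177, 33 and 23, with 30 genes at 3 or more time points. Interaction calls were 350 and 529 at 6 and 24 h, the green, purple, orange and yellow modules held 123, 226, 24 and 176 genes, and 11 microglial list genes were lower.

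With saline wells of all time points as controls, 219 genes were lower in NeuN− nuclei at 24 h, 16 higher at 48 h, and 14 higher and 6 lower at 72 h. In NeuN+ nuclei 53 were lower at 6 h, 38 lower at 24 h, 9 higher at 48 h and 24 lower at 72 h. Both fractions shared 3 at 48 h and 4 at 72 h, with 3 genes at 3 or more time points. Counts simulated without an effect gave 0 calls and 0 such genes under this shared control.

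NeuN+ counts thinned to the NeuN− depth gave 14 higher and 0 lower at 6 h, 15 and 2 at 24 h, 0 and 0 at 48 h and 6 and 7 at 72 h by edgeR, so depth limits these counts. At 6 h 429 genes had an unadjusted p below 0.05 and at 48 h 168. On the full counts edgeR called 17 genes at 48 h and DESeq2 19. A baseline limit of 2 left 7 green and 1 orange genes. For the microglial list, 100 genes gave 3 lower, no fold limit gave 2 and no filter gave 6.

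Leaving out 1 well at a time gave 7 to 11 lower genes in NeuN− nuclei at 72 h and 1 to 3 lower in NeuN+ nuclei at 48 h. It gave 4 to 8 shared genes at 72 h, 4 to 9 interaction calls at 48 h and 1 to 2 lower genes of the microglial list. Genes shared at all 4 time points were 2 to 5, and interaction genes with a smaller change in NeuN+ nuclei at 6 h 53 to 98.

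Without IFN-γ replicate 1, 214 genes were called in oligodendrocytes, 139 in astrocytes, 275 in cluster 12, 142 in VGLUT2, 119 in GABA and 74 in dopamine neurons, 828 in all. Without IFN-γ replicate 2 these were 133, 66, 305, 88, 105, 62 and 651. Both are values with no test, since 1 mouse per arm is left, and the lack of a test raises them.

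A minimum of 30 UMIs left 7 genes in astrocytes, 0 in VGLUT2, 4 in GABA and 4 in dopamine neurons. The size rule without a test gave 27 in astrocytes, 162 in cluster 12, 40 in VGLUT2, 54 in GABA and 22 in dopamine neurons, 326 in all, and 1 to 28 genes per group passed it in simulated sums without an effect. A log2 fold change beyond 4 at an adjusted p under 0.05 gave 7 in astrocytes, 0 in VGLUT2 and 5 in dopamine neurons. Both counts of 0 are from edgeR, with 554 and 731 genes at an unadjusted p below 0.05, where DESeq2 called 4.

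Among genes called higher in both fractions, the correlation across genes was 0.652 at 6 h, −0.797 at 48 h (reversed, 7 genes) and 0.336 at 72 h, and the median log2 ratio −2.39 at 6 h and −2.54 at 24 h. On TMM-scaled library sizes the B2m difference of 6 and 24 h in NeuN− nuclei was −0.343 and passed 0.05. Thinned to 1000 UMIs per nucleus, 2 groups of nuclei had an MHC-II level above saline in each IFN-γ mouse.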

Differences from the paper's values

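The values from Fig. 1c are read by eye. Within range means here that neither of 2 values is more than 1.5 times the other. Tests of the added setting, DESeq2 with saline wells of all time points and both fractions in the fit, and of thinned NeuN+ counts were chosen after seeing the values. In the first 1999 lines held of the paper's Supplementary Table 1 (NeuN− nuclei at 6 h), 116 genes pass the paper's thresholds. The added setting drops 0 of these, edgeR drops 65, RLE 65, DESeq2 63, no filter 57, saline wells of all time points 70 and 1 fit of all wells 48. The log2 fold changes of that table lie within 0.01 of the added setting for 1959 of 1999 genes, and within 0.01 of edgeR for 19 of 365.

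For genes higher in both fractions at 3 or more time points, the paper reports 28 and edgeR gave 8. No alternative set beforehand reached the paper's number (RLE 8, DESeq2 8, no filter 13, saline wells of all time points 3, 1 fit of all wells 17), and the added setting, chosen after seeing the values, gave 30. For exactly 1 time point the paper reports 82 against 45. DESeq2 (56), no filter (67), 1 fit of all wells (61) and the added setting (92) come within range, and RLE (44) and saline wells of all time points (36) do not. For all 4 time points the paper reports 15 against 4. One fit of all wells (10) and the added setting (17) come within range, and RLE (4), DESeq2 (5), no filter (9) and saline wells of all time points (2) do not.

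The paper reports 42 purple genes against 91 here, and no setting came within range (RLE 79, DESeq2 99, no filter 146, baseline limit of 2 118, added setting 226). The paper's purple genes rise in both fractions, and those counted here rise in NeuN− nuclei, a wider group. It reports 10 orange genes against 5, with DESeq2 (14) and no filter (9) within range and RLE (5), the baseline limit of 2 (1) and the added setting (24) outside. It reports 34 yellow genes against 73, with the baseline limit of 2 (51) within range and RLE (83), DESeq2 (128), no filter (93) and the added setting (176) outside. Of the top 50 microglial markers the paper reports 23 lower at 6 h against 1 here. The numbers were 1 with a list from all 3 mice, 1 with 25 genes, 3 with 100 genes, 2 without a fold limit, 6 with DESeq2 and, in settings chosen after seeing the values, 6 without a filter and 11 with the added setting, none of them within range.

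The paper gives B2m as about 8-fold elevated at 72 h, against 13.4-fold in NeuN− nuclei over saline wells of all times. That fold is from means of log2(CPM + 1). On mean CPM, B2m stood at 189 CPM after IFN-γ and 26.4 CPM after saline, a smaller ratio. In NeuN+ nuclei the fold was within range. The paper reports 38 clusters of nuclei against 23, with resolution 2 (30) within range and resolution 0.5 (18) outside.

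Genes higher in NeuN− nuclei at 6, 24, 48 and 72 h are about 460, about 520, about 65 and about 40 in the paper's Fig. 1c, read by eye, against 209, 136, 29 and 22. No filter (314, 432, 45 and 38), 1 fit of all wells (333, 415, 47 and 35) and the added setting (486, 540, 69 and 46) fall within range at all 4 times, and RLE (207, 138, 29 and 22), DESeq2 (233, 275, 30 and 20) and saline wells of all time points (175, 186, 16 and 14) at none. In NeuN+ nuclei they are about 170, about 250, about 40 and about 60 in the same figure, read by eye, against 98, 138, 15 and 33. Within range are no filter (143, 247, 36 and 46) and the added setting (180, 256, 51 and 69) at all times, 1 fit of all wells at 6, 24 and 48 h (115, 194 and 28, with 39 at 72 h outside) and DESeq2 at 24 h (200). DESeq2 at the other times, RLE and saline wells of all time points are outside.

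Genes lower in NeuN− nuclei at 6 and 24 h are about 290 and about 370 in the paper's Fig. 1c, read by eye, against 103 and 139. At 6 h the added setting (299) is within range and all alternatives set beforehand are outside, and at 24 h 1 fit of all wells (285) and the added setting (374) are within range and the others outside. Genes lower in NeuN+ nuclei are about 75 and about 50 there, read by eye, against 26 and 25. Within range at 6 h are saline wells of all time points (53) and the added setting (79), and at 24 h no filter (50), saline wells of all time points (38) and the added setting (54), the others being outside.

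Genes higher in both fractions are about 130, about 170, about 30 and about 20 in the paper's Fig. 1c, read by eye, against 63, 44, 7 and 7. At 6 and 24 h no filter (96 and 141), 1 fit of all wells (95 and 134) and the added setting (138 and 177) are within range. At 48 h the added setting (33) alone is, and at 72 h 1 fit of all wells (15) and the added setting (23) are. RLE (64, 44, 7 and 7), DESeq2 (77, 108, 9 and 7) and saline wells of all time points (50, 60, 3 and 4) are outside at each time.

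The paper states that far more genes are higher in glia than in neurons at 24 h, and the ratio here was 0.99. One fit of all wells (415 against 194) and the added setting, chosen after seeing the values (540 against 256), give more than 2 times as many, as does thinning NeuN+ counts to the NeuN− depth (136 against 15), also chosen after seeing the values and with the NeuN− calls of edgeR. No filter (432 against 247) and DESeq2 (275 against 200) give fewer than that. The paper states that Th, Slc6a3 and Ddc were stable in NeuN+ nuclei, and all 3 were called higher at 72 h. DESeq2 does not call Th, whose call was kept in 4 of 10 fits with 1 well left out. With saline wells of all time points, and with the added setting, Slc6a3 and Ddc were not called. The paper places the peak of Tap1 and Tapbp at 6 h, and in NeuN+ nuclei both means were higher at 24 h (differences of 6 and 24 h of −0.46 and −0.06, p = 0.0238 and 0.563, exact two-sided permutation). It places the peak of Ccl12 at 6 h, and in NeuN+ nuclei the mean was higher at 24 h (1.90 and 2.51, p = 0.177, exact).

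The paper lists Tap2 and Gbp2 among interaction genes, and neither was called at 6 or 24 h (adjusted p = 0.101 to 0.239, edgeR). The added setting calls Tap2 at 6 and 24 h (adjusted p = 0.000619 and 0.00239) and Gbp2 at 6 h (0.000656). It lists Socs2 with the genes raised in glia alone, and Socs2 had no interaction call here. The added setting calls it at 6 and 24 h (adjusted p = 0.00409 and 0.00875), and no filter, 1 fit of all wells and the added setting call its rise in NeuN− nuclei at 6 h. The paper places Ddc and Dnajc6 among genes with a neuronal baseline that fall in glia. Ddc had an interaction call at 24 h and was not tested in NeuN− nuclei by edgeR, so it joined no group, and DESeq2, no filter, 1 fit of all wells and the added setting call its fall at 24 h, and Dnajc6 fell from a baseline ratio of 0.51. The paper lists Csf1r, Siglech and Dock8 among falling glial genes. Csf1r had no interaction call in any setting, and its fall in NeuN− nuclei at 6 h was called by the added setting alone. Falls of Siglech and Dock8 at 6 h were called by DESeq2, no filter, 1 fit of all wells and the added setting, and that of Dock8 also with saline wells of all time points. The interaction was called for Siglech at 6 and 24 h and for Dock8 at 6 h, but neither was tested in NeuN− nuclei alone.

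The paper lists Psmb9 among genes raised in both fractions. It was below the filter of edgeR, and DESeq2, no filter, 1 fit of all wells and the added setting call it in both fractions at 24 h. In nuclei the paper's tests took cells as replicates and those here mice. The paper states that H2-Q5, H2-Q6 and H2-Q7 rose in microglia and all neurons and not in oligodendrocytes and astrocytes. H2-Q5 was called in none of the groups, H2-Q6 and H2-Q7 were not called in VGLUT2 neurons, and H2-Q7 was called in oligodendrocytes and not in cluster 12 (adjusted p = 0.0108). H2-Q6 was called in cluster 12, GABA and dopamine neurons, and H2-Q7 in GABA and dopamine neurons. The size rule without a test passes all 3 genes in each neuron class, H2-Q6 in cluster 12, and H2-Q5 and H2-Q7 in oligodendrocytes. The paper states that Atp9a fell in all cell types, and it was lower in all 6 groups here too. Its change was under the log2 limit of 3 in 4 of 6 groups (−2.22 to −2.58). The paper's own values for the IFN-γ mice in oligodendrocytes, −1.98 and −2.07, are under that limit as well. The paper gives neurons and astrocytes similar induced MHC-I levels, from box plots of summed log2(CPM + 1). On CPM of summed UMIs, an unlike measure, astrocytes held 661 and 920 against at most 225.5 and 358 in a neuron class. Nuclei of the IFN-γ mice had median depths of 4448 and 6012 UMIs in astrocytes and 14418.5 to 18441 in neuron classes. Levels on the paper's measure are not given here, so a disagreement is not shown.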

Other observations

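The tests of MHC-II levels, of count levelling and of the 2 groups of interaction genes were chosen only after results were seen.

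Ltbp3 was lower beyond a log2 ratio of 3 in all 6 groups of nuclei from both IFN-γ mice and Atp9a in 2 groups, and Cfap44 was higher in all 6. A difference of the single saline library other than IFN-γ was weighed against an effect of IFN-γ. In bulk NeuN+ wells at the same time of 48 h, Ltbp3 changed by −0.076, Cfap44 by −0.132 and Atp9a by −0.586 (log2 fold change, edgeR, adjusted p = 0.937, 0.915 and 0.161). The values of Ltbp3 and Cfap44 fit a library difference, which may be one of batch or strain. Pebp4 was lower in IFN-γ mouse 1 alone and so separated the 2 IFN-γ mice. The saline library stood apart from all 42 NeuN+ wells, saline wells included. Its neurons held Ltbp3 at 477 CPM against 11.9 to 42.4 in the wells, Atp9a at 636 against 38.5 to 119, and Cfap44 at 17.0 against 147 to 680. The IFN-γ libraries lay within the wells for Ltbp3 (24.7 and 25.95 CPM) and Cfap44 (239 and 330 CPM). That argues against an effect of IFN-γ on these 2 genes. For Atp9a they lay above the wells (127 and 127 CPM). Bulk Atp9a at 48 h went from 75.7 ± 28.9 to 52.8 ± 11.4 CPM in NeuN+ wells. In NeuN− wells it went from 51.2 ± 25.9 to 65.5 ± 27.8 CPM (p = 0.429, exact two-sided permutation). These values argue against a fall of Atp9a as large as in the nuclei, and a smaller effect of IFN-γ stays open. Nuclei and wells of 48 h are also unlike in Xist (0.320 to 0.906 CPM in neurons of the 3 mice, 936 and 1027 CPM in NeuN+ saline and IFN-γ wells). What set the saline library apart stays open.

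Lower Ddc in NeuN− wells at 24 h could come from fewer neuronal nuclei sorted with the glia. Of 1720 genes higher in NeuN+ wells, the 297 tested in NeuN− wells at 24 h had a median log2 fold change of 0.21 (quartiles −0.19 and 0.62), and VGLUT2 markers changed by −0.09 (wells at 44.1 to 163 CPM after saline and 43.5 to 221 CPM after IFN-γ). Both argue against fewer neurons as a whole. Fewer dopamine nuclei alone stays open, since their markers held 3 and 10 counts. The 50-gene dopamine list in these wells had 11 positive and 6 negative genes (median 0.61, quartiles −0.18 and 1.06). Its sum went up (681 ± 162 to 942 ± 134.5 CPM), the other way from Ddc. Higher Cadps2 and Socs2 at 6 h could come from more neuronal nuclei there. The 414 genes tested at 6 h had a median of −0.19, and Cadps2 reached 611 CPM in NeuN− wells against 384 CPM in NeuN+ IFN-γ wells, more than neurons could bring. For the 34 genes raised in NeuN− wells from a higher NeuN+ baseline, the rise amounted to a median of 53.6% of their level in NeuN+ IFN-γ wells. VGLUT2 markers of NeuN− IFN-γ wells stood at 5.66% of the NeuN+ level at 6 h and 4.60% at 24 h (10.7% in the highest well), and the 50-gene VGLUT2 list at 20.6% at 24 h (14.5% in saline wells), too low for neurons as a whole to bring that rise. An effect of IFN-γ on these transcripts in NeuN− nuclei is a hypothesis.

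Microglial markers were lower in NeuN− wells at 6 h (log2 ratio of the sum −1.66). Of 30 list genes with at least 20 counts, 13 had a positive and 17 a negative log2 ratio (median −0.28). Fewer microglial nuclei and a response of microglial transcripts to IFN-γ cannot be told apart, since genes of the list go both ways and IFN-γ may raise some of them.

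Glial nuclei or free glial RNA in the NeuN+ gate could carry MHC-I transcripts. At 48 h the MHC-I level of NeuN+ IFN-γ wells, on CPM, was 32% of that of NeuN− wells. Oligodendrocyte markers were at 5.5% and astrocyte markers at 14.5%, too low for these cells to bring it all at 48 h. At 72 h astrocyte markers were at 23.8% and MHC-I at 19.7%, so these markers do not exclude an astrocyte source at that time. Single neurons held astrocyte markers too, at 33.3 to 179.5 CPM, so their percentages are at most upper limits for astrocyte RNA. Microglial markers were at 41.0%, which sizes no microglial source, since single neurons of all 3 mice held them at 102.5 to 124 CPM. MHC-II genes, abundant in cluster 12 after IFN-γ, were at 5.5% at 48 h (18 counts in NeuN+ and 29 in NeuN− wells), which argues against a microglial source. Microglial markers above and these genes are given for 48 h alone. In single neurons of the IFN-γ mice MHC-I stood at 9.20% to 15.1% of the cluster 12 level and MHC-II at 0.0846% to 0.139%. In the same neurons MHC-I stood at 7.63% to 15.5% of the oligodendrocyte level and oligodendrocyte markers at 0.242% to 0.378%. That is too low for free oligodendrocyte RNA to bring it all. From these wells and nuclei alone, transcription of MHC-I in neurons after IFN-γ is a hypothesis, and a part from glial RNA stays open. The paper tested dopamine neurons by RNA-FISH. It reports less Tap1 and MHC-I signal in them after IFN-γ when their receptor lacked its IFN-γ-binding domain.

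Of the 73 genes that fell in NeuN− wells from a NeuN− baseline, 66 had their highest level of saline nuclei in oligodendrocytes. That number decides nothing, because the genes were taken by their fall and baseline. At 24 h all 23 tested genes of the oligodendrocyte list from saline nuclei that lie outside the 73 fell too (median −0.89), which fits a fall of oligodendrocyte transcripts as a class and argues against a fall of the 73 alone. At 6 h 19 of 28 such genes fell (median −0.50, quartiles −1.02 and 0.13), and since they go both ways the 2 explanations cannot be told apart there. Whether fewer nuclei or lower transcription lies behind the fall stays open.

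Counts of the most abundant genes levelled off in the deep NeuN+ wells. Of the 20 most abundant genes 19 had their highest count between 2500 and 2800, which fits a limited number of molecular identifiers for these 19. The other, Gm42826, reached 4601 and was the only gene above 2800 in any NeuN+ well, so 1 limit shared by all genes is not shown. Counts of the 20 grew with depth by a slope of 0.37 on the log scale, against 1.14 for rarer genes, so changes of the most abundant genes in NeuN+ wells may be understated. No biological explanation was tested.

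Saline wells of different times were compared with each other by edgeR. Between 48 and 72 h, 30 genes were called in NeuN− and 37 in NeuN+ nuclei and between 6 and 72 h 11 and 16, with at most 5 in each of the other 8 comparisons. Eif2s3y in NeuN+ saline wells was at 3.08 to 7.96 CPM at 48 h, 65.0 to 80.9 CPM at 6 h and 355 to 432 CPM at 72 h. Comparisons of 72 h with 6 and 48 h are thus confounded with the mice and their sex. No explanation of these differences was tested.

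Lef1, Synpo2 and Prkcd were lower in NeuN+ nuclei at 72 h and are leading genes of a cluster of VGLUT2 nuclei with 2 saline, 89 and 15 IFN-γ nuclei, a link drawn after their values were seen. Dopamine neurons made up 17.1% of nuclei of the saline mouse and 5.91% and 9.83% of those of the IFN-γ mice. No explanation of these patterns was tested.

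Top2a was called higher in NeuN+ nuclei at 48 h (log2 fold change 2.87, edgeR), and the call was lost without either of 2 saline wells (adjusted p up to 0.0142). Cfap44 was called lower in NeuN− nuclei at 6 h (−1.80), by neither DESeq2 nor the fit with saline wells of all time points, and the call was lost without 1 saline well (−0.54, adjusted p = 0.0551). Of the other check genes, Ifng held 0 counts in all 84 wells, and Mki67, Ciita and Ifngr1 were not tested by edgeR after its filter on low counts. Ifngr2 changed by 0.15 in NeuN+ nuclei at 48 h (adjusted p = 0.908). In NeuN+ nuclei neither Lrrc58 (−0.04 to 0.21) nor Gapdh (−0.89 to −0.33) was called at any time. No biological explanation of Top2a and Cfap44 was tested.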
